# The Novel Role of hnRNP UL1 in Human Cell Nucleoli

**DOI:** 10.7150/ijbs.75084

**Published:** 2022-07-18

**Authors:** Marlena Cichocka, Anna Karlik, Patrycja Plewka, Kishor Gawade, Agata Stępień, Patrycja Świergiel, Ankur Gadgil, Katarzyna Dorota Raczyńska

**Keywords:** hnRNP UL1, nucleolus, rDNA genes, transcription, rDNA damage, rDNA repair

## Abstract

hnRNP UL1 plays an important role in cell nuclei, where it is recruited to DNA damage sites and is involved in the repair of DNA double-strand breaks. Furthermore, this protein is known as a transcriptional repressor of RNA polymerase II genes. In the present study, we have shown that hnRNP UL1 is also localized in the nucleoli of human cells. Upon investigating its function, we found that hnRNP UL1 stimulates ribosomal DNA (rDNA) gene transcription. Moreover, we observed that cells with hnRNP UL1 silencing exhibited increased sensitivity to DNA damage. We also showed that hnRNP UL1 interacts with γH2A.X, RPA32, XRCC1, and Chk1 in cell nucleoli, suggesting its involvement in the repair of rDNA damage.

## Introduction

The nucleolus is primarily the site of ribosomal RNA (rRNA) synthesis and ribosome assembly. It is the most transcriptionally active cellular organelle due to its repetitive sequences of ribosomal DNA (rDNA) genes 8. The high content of nucleic acids and ribosomal proteins creates a unique physical environment and influences the overall architecture of the nucleus. Sites containing rDNA genes are called nucleolar organizer regions (NORs) and are located on the short arms of acrocentric chromosomes 13, 14, 15, 21, and 22. The long intergenic spacer (IGS), which is 30 kb, contains regulatory elements that are located between rDNA units. Ribosomal RNAs are synthesized by RNA polymerase I (RNA Pol I). The rRNA gene is repetitively transcribed and generates a polycistronic unit called 47S pre-rRNA, which is further processed and modified into 18S, 5.8S, and 28S rRNA. In the next step of ribosome biogenesis, rRNAs are simultaneously assembled into large and small ribosomal subunits along with 5S rRNA 7,10,11,17,39,45,53,58,67. Both mutations and deletions of genes related to ribosome biogenesis, genes related to rRNA synthesis or modification, or genes encoding ribosome-related proteins can cause diseases termed "ribosomopathies" 16.

The organization of the nucleolus is linked to ribosome biogenesis and it can be divided into three subcompartments: i) the fibrillar center (FC), which contains factors associated with rRNA transcription, namely, RNA Pol I and factors such as DNA topoisomerase I and upstream binding factor (UBF); ii) the dense fibrillar component (DFC; the main site of pre-rRNA synthesis), which surrounds the FC and contains transcription factors, newly synthesized pre-rRNAs, and pre-rRNA processing factors; and iii) the granular component (GC), which surrounds the FC and DFC and contains ribosomal proteins, assembly factors, and nearly completed preribosomal subunits. The GC is the site of late processing events, when pre-rRNAs are assembled with ribosomal proteins to form ribosomal subunits. In addition, perinuclear heterochromatin (PH) surrounds the nucleolus. Heterochromatin plays an important role in nucleolar function by preventing homologous recombination between rDNA repeats, which in turn maintains nucleosome structure and rDNA stability 10,11,15,27,39,60.

Apart from its traditional role in ribosome biogenesis, the nucleolus is also involved in other cellular processes, including cell death, the cell cycle, proliferation, telomere metabolism, stress responses, energy production, DNA replication, recombination, and repair 11,21,32. Importantly, the nucleolar protein profile is dynamic; it can be modulated by changes in cell physiology during the cell cycle and may be influenced by stress, tumor development, signaling events and viral infections 1,14,46,48,52. In addition to rRNAs, the nucleolus also contains other types of RNAs, such as small nucleolar RNAs (snoRNAs). SnoRNAs are parts of small nucleolar ribonucleoprotein (snoRNP) complexes and catalyze rRNA posttranscriptional modifications and maturation. Spliceosomal U snRNAs and signal recognition particle (SRP) RNAs are also detected in the nucleolus. Other known RNAs, such as SRP RNA and RNase P RNA, also pass through the nucleolus 24.

Since ribosome production is a highly energy-intensive process, the function of the nucleolus is closely linked to cell growth and proliferation. In fact, almost all signaling pathways that affect these processes directly regulate rRNA synthesis. Additionally, the nucleolus monitors cellular stress signals and relays them to the RNA Pol I transcription machinery. As a result, rRNA synthesis is turned off to conserve energy, which is necessary to maintain cellular homeostasis. In response to a series of stresses, the nucleus activates a process called the nucleolar surveillance pathway (NSP), which results in the accumulation of the tumor suppressor protein p53. Elevated levels of p53 lead to impaired biogenesis and ribosome function, cell cycle arrest, and, in extreme cases, apoptotic cell death 43,64. Notably, nucleoli are also involved in cell differentiation and cancer transformation. Rapidly dividing cancer cells require an elevated rate of biogenesis and ribosome growth; hence, the size and number of nucleoli per cell are increased significantly 64.

The high level of rRNA transcription and the repetitive sequences of rDNA make rDNA susceptible to damage 61,66. rDNA is one of the most frequently rearranged chromosomal regions in tumorigenesis. The mechanisms of the nucleolar DNA damage response (n-DDR) in maintaining genome stability have become an antitumor research target 63. DNA double-strand breaks (DSBs) can arise as a consequence of replication stress or be induced by chemicals/enzymes or ionizing radiation (IR) 65. Cells have evolved two main pathways to respond to DSBs: nonhomologous end joining (NHEJ), a faster but mutagenic pathway involving DNA rejoining 54, and homologous recombination (HR), a slower pathway that requires homologous DNA sequences 28,62. The n-DDR and the consequences of transcription arrest by inhibition of RNA Pol I lead to nucleolar reorganization; that is, rDNA repeats and associated proteins move from the nucleolar interior to the periphery to form focal structures called "nucleolar caps" 17,39,40,56.

Heterogeneous nuclear ribonucleoprotein U-like protein 1 (hnRNP UL1), also known as adenovirus early region 1B-associated protein 5 (E1B-AP5), has been shown to play a role in transcription mainly by acting as a transcriptional regulator that inhibits gene expression; it also plays a role in splicing by directly binding to DNA and/or RNA or by interacting with other proteins in the spliceosome 4,18. It has also been reported that during cellular arrest, hnRNP UL1 represses the expression of replication-dependent histone genes in a complex with U7 snRNP 29. Moreover, hnRNP UL1 is involved in the cellular response to DNA damage. hnRNP UL1 directly interacts with p53 and inhibits its transcriptional activity in response to UV radiation 2. Moreover, hnRNP UL1 interacts with the MRN complex (MRE11, RAD50 and NBS1) *via* the NBS1 (Nibrin) protein. hnRNP UL1 together with the MRN complex and CtIP (C-terminal binding protein) is recruited to the site of DNA damage to participate in DSB repair 49. To be recruited to these sites, hnRNP UL1 must be methylated by protein arginine N-methyltransferase 1 (PRMT1) 22. hnRNP UL1 has also been reported to mediate the DSB damage response and/or repair in complex with poly [ADP-ribose] polymerase 1 (PARP1), one of the most important proteins required to maintain genome stability 26. Moreover, hnRNP UL1 is required for ataxia telangiectasia and Rad3-related protein (ATR)-dependent signaling in response to viral infection 2,26. In addition, hnRNP UL1 interacts with the long noncoding RNA (lncRNA), DNA damage-sensitive RNA1 (DDSR1), which affects cell proliferation, DDR signaling, and DNA repair capacity through HR. The interaction between DDSR1 and hnRNP UL1 regulates the ability of breast cancer type 1 susceptibility protein (BRCA1) and the BRCA1-A complex subunit RAP80 to access DSBs and thus modulates HR 55.

In this study, we showed that hnRNP UL1 can also be localized in the nucleoli of human cells. Upon investigating its potential function, we found that hnRNP UL1 stimulates the transcription of rDNA genes. Moreover, we noticed that cells with hnRNP UL1 knockout exhibited increased sensitivity to DNA damage, and the results suggest a role of hnRNP UL1 in rDNA repair pathways and nucleolar genome integrity. We confirmed that hnRNP UL1 interacts in cell nucleoli with phosphorylated histone H2AX (γH2A.X), replication protein A 32 kDa subunit (RPA32), X-ray repair cross-complementing protein 1 (XRCC1), and cell cycle checkpoint kinase (Chk1), suggesting its involvement in the repair of both DSBs and single-strand DNA (ssDNA) breaks.

## Materials and methods

### Cells

HeLa, HEK293T and HEK293 cells were grown in Dulbecco's modified Eagle medium (DMEM) with L-glutamine and 4.5 g/L glucose (Biowest) supplemented with 10% fetal bovine serum (Biowest) and antibiotics (100 U/ml penicillin, 100 µg/ml streptomycin, 0.25 µg/ml amphotericin B [Sigma]) at 37°C in a moist atmosphere containing 5% CO_2_. The cells were checked for mycoplasma, and only healthy cells were used for experiments. For DNA damage induction, the genotoxic reagents etoposide (ETO, type II topoisomerase inhibitor, Sigma #E1383) and camptothecin (CPT, type I topoisomerase inhibitor, Millipore #208925) diluted in DMSO were used. In the immunofluorescence experiment, cells were incubated with 10 µM ETO, 5 µM CPT or DMSO (as a control) for 2.5 h. For the Trypan blue assay 35, cells were treated with 0.5 μM ETO or 0.1 μM CPT. After 18, 24, 30, 48, 72, and 80 h, cells were detached with trypsin (General Chemistry Laboratory IITD PAN) and diluted 1:1 in Trypan blue (Invitrogen). Living cells were counted using a cell counter (Countess II, Invitrogen); the data are expressed as the percentage of cells in relation to the control. For the comet assay, cells were treated with 20 µM ETO and 10 µM CPT for 2.5 h before harvesting.

### Generation of a human cell line with *HNRNPUL1* knockout and overexpression

A CRISPR-Cas9 system based on efficient genome editing by the Cas9 nuclease was used to create a HEK293T cell line with knockout of the *HNRNPUL1* gene (HEK UL1 KO), according to the protocol already described by 51. For this purpose, two targets were selected using the CRISPR Design Tool (https://zlab.bio/guide-design-resources), and then oligonucleotides were designed for sgRNAs. The following oligonucleotides were used: hnRNPUL1-exon2Forward: 5'-ACCGAAAACGAGTCAGGCTACGAG-3'; hnRNPUL1-exon2Reverse: 5'-AAACCTCGTAGCCTGACTCGTTTTC-3'; hnRNPUL1-exon3Forward: 5'-CACCGTATGAAGAAAACCGGGGACG-3'; and hnRNPUL1-exon3Reverse: 5'-AAACCGTCCCCGGTTTTCTTCATAC-3'. The sequence overhangs used for ligation of the *BbsI* site pairs in PX458 (SpCas9-2A-EGFP, Addgene #48138) and PX459 (SpCas9-2A-Puro, Addgene #62988) are underlined. The primers used for PCR of the *HNRNPUL1* gene flanking the deletion region were as follows: forward: 5'-TCCGAGCTGGAGGGGACCGC-3'; reverse 5'-CCCTCCTATCCTCTCGGTGC-3'.

For transient expression, we used the pcDNA3.1 plasmid with a subcloned FLAG-hnRNP UL1 coding sequence, which was a kind gift from Prof. Stéphane Richard of the Terry Fox Molecular Oncology Group and Segal Cancer Center, McGill University, Montréal, Québec, Canada. The cells were transfected with Lipofectamine 2000 according to the manufacturer's instructions. To create a HEK293 cell line with stable expression of FLAG-hnRNP UL1 protein, a ready-to-use MultiMam™ Stable reagent kit (GENEVA BIOTECH) was used. The coding sequence of the *HNRNPUL1* gene extended with the FLAG sequence at the 5' end (in italics) was amplified using the following primers with restriction enzyme site overhangs (underlined): UL1.NheI.F: 5'-GCATCGCTAGCATG*GACTACAAAGACGATGACGACAAG*GATGTGCGCCGTC-3' and UL1.NsiI.R: - 5'-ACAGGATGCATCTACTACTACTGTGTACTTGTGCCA-3'. The product was ligated into the pMDS donor vector. Fusion to the pACEMam3/Integrator Module plasmid was performed by Cre-LoxP recombination. The pACEMam3 plasmid contains an FRT site, making it compatible with the Flp-In™-293 Cell Line (Life Technologies). HEK293 cells expressing FLAG-hnRNP UL1 (HEK UL1 OE cells) were prepared according to the manufacturer's protocol. The overexpression of hnRNP UL1 was confirmed by western blotting followed by immunostaining using anti-FLAG antibodies (Supplementary Fig. S1).

### Nucleolus isolation

Nucleolus isolation and nucleolar protein extraction were carried out according to the protocol described by 36. After fractionation, the following fractions were obtained: the nucleolar (NO) and cytoplasmic-nuclear (CN) fractions (Supplementary Fig. S2).

### Antibodies

In this work, the following antibodies were used: primary antibodies: anti-hnRNP UL1 (Abcam #ab68480 or Santa Cruz Biotechnology #sc-393434), anti-FLAG (Sigma #A8592), anti-Actin (MP #691001), anti-Fibrillarin (Santa Cruz Biotechnology #sc-25397), anti-Nucleolin (Abcam #ab22758), anti-FUS (Santa Cruz Biotechnology #sc-47711), anti-γH2A.X (Santa Cruz Biotechnology #sc-517348), anti-RPS6 (Abcam #ab70227), anti-RPS15 (Antikoerper #ABIN2786563), anti-RPA32 (Bethyl Laboratories #A300-245A), anti-pChk1 (Cell Signaling Technology #2341), anti-XRCC1 (Invitrogen #MA5-13412), anti-53BP1 (Abcam #ab175933), anti-Rad50 (Abcam #ab124682), anti-RPA194 (Santa Cruz Biotechnology #sc-46699), normal mouse IgG (Santa Cruz Biotechnology #sc-2025), and anti-digoxygenin-AP Fab fragments (Roche #11093274910); secondary antibodies: goat anti-mouse IgG-horseradish peroxidase (HRP) (Santa Cruz Biotechnology #sc-516102), goat anti-rabbit IgG-HRP (Santa Cruz Biotechnology #sc-2004), anti-mouse Alexa Fluor 555 (Thermo Fisher Scientific #A21422), anti-mouse Alexa Fluor 488 (Thermo Fisher Scientific #A32723), anti-rabbit Alexa Fluor 555 (Thermo Fisher Scientific #A32732) or anti-rabbit Alexa Fluor 488 (Thermo Fisher Scientific #A32731).

### Protein extraction, gel separation, western blotting and immunostaining

Protein extraction from whole cells (WCs), CN and NO fractions was performed with RIPA buffer (50 mM Tris-HCl, pH 8.0; 150 mM NaCl; 0.1% SDS; 0.5% sodium deoxycholate; 1% Triton X-100; 1 mM PMSF; cOmplete protease inhibitor cocktail tablets, EDTA-free). The samples were incubated for 15 min on ice and then centrifuged for 30 min at 4°C and 16,000× g. The supernatant containing protein extract was transferred to a fresh tube and used for further analysis. For SDS-polyacrylamide gel electrophoresis (SDS-PAGE), samples were mixed with gel loading buffer, denatured for 5 min at 95°C and then loaded on the gel. Electrophoresis was carried out with a 25 mA current. After electrophoresis, the proteins were transferred from the gel to a polyvinylidene difluoride (PVDF) membrane (Millipore) using a semidry system. After transfer, the membrane was blocked in 5% BSA overnight at 4°C and then incubated for 2 h at room temperature, first with primary antibodies and then with HRP-conjugated secondary antibodies. The signals were detected using an enhanced chemiluminescence (ECL) system (Healthcare).

### Immunoprecipitation (IP) and chromatin IP (ChIP)

For IP, the protein extracts from WCs and from the CN and NO fractions of wild-type HEK293 (HEK WT) or HEK UL1 OE cells were used. A total of 250 µg of protein extract isolated from HEK WT cells was incubated with Dynabeads Protein G conjugated with anti-hnRNP UL1 antibodies for 1.5 h at 4°C and then subjected to 3x 10 min washes in PBS with 0.02% Tween 20 (PBS-T) and eluted at 95°C for 10 min in 1x SSB buffer (50 mM Tris-HCl pH 6.8, 10% glycerol, 2% SDS, 10 mM DTT, 0.1% bromophenol blue). Protein G Dynabeads without antibodies were used as a negative control. A total of 250 µg of protein extract isolated from HEK UL1 OE cells was incubated overnight at 4°C with magnetic beads conjugated with anti-FLAG antibodies, washed five times with PBS-T and once with lysis buffer (50 mM Tris pH 7.8, 150 mM NaCl, 0.1% NP40) and eluted in 1x SSB buffer at 95°C for 10 min. Protein extract from HEK WT cells was used as a negative control. After elution, immunoprecipitated proteins were separated by SDS-PAGE, transferred to PVDF membranes, and detected by immunofluorescence.

In another approach, hnRNP UL1-interacting proteins were immunoprecipitated from HEK UL1 OE cells using μMACS™ Epitope Tag Protein Isolation Kits (MACS Molecular) according to the manufacturer's protocol. After IP, the proteins were precipitated by trichloroacetic acid (TCA), as follows: 100 μl of immunoprecipitated protein was precipitated by adding 50% TCA to a final concentration of 10% and Tween 20 to a final concentration of 0.5%. The mixture was incubated on ice for 30 min and then centrifuged for 10 min at 4,000 rpm at 4°C. Next, the pellet was washed once with cold 10% TCA and twice with cold 90% acetone. After each wash, the pellet was centrifuged for 10 min at 14,000 rpm at 4°C. After the last centrifugation, the supernatant was removed, and the pellet was air-dried at room temperature. Mass spectrometry analysis was performed in the Mass Spectrometry Laboratory, Institute of Biochemistry and Biophysics, Polish Academy of Science, Warsaw, Poland.

The ChIP experiment was performed as described by 19 using an antibody against RNA Pol I (anti-RPA194). The precipitated DNA was analyzed by quantitative PCR (qPCR) using the following gene-specific primer pairs: RDNA.PROMOTER.F, 5'-GGTATATCTTTCGCTCCGAG-3', and RDNA.PROMOTER.R 5'-AGCGACAGGTCGCCAGAGGA-3'; IGS.F, 5'-TGGTGGGATTGGTCTCTCTC-3', and IGS.R 5'-CAGCCTGCGTACTGTGAAAA-3'; RNA5S.F, 5'-CATACCACCCTGACGCG-3', and RNA5S.R, 5'-CTACAGCACCCGGTATTCCC-3'; RNA5.8S.F, 5'-ACTCGGCTCGTGCGTC-3', and RNA5.8S.R, 5'-GCGACGCTCAGACAGG-3'; RNA18S.F, 5'-GATGGTAGTCGCCGTGCC-3', and RNA18S.R, 5'-GCCTGCTGCCTTCCTTGG-3'; RNA28S.F, 5'-AGAGGTAAACGGGTGGGGTC-3', and RNA28S.R, 5'-GGGGTCGGGAGGAACGG-3'; RNA45S.F, 5'-GAACGGTGGTGTGTCGTT-3', and RNA45S.R, 5'-GCGTCTCGTCTCGTCTCACT-3'; and RNA47S.F, 5'-GTGCGTGTCAGGCGTTCT-3', and RNA47S.R 5'-GGGAGAGGAGCAGACGAG-3'.

### RNA isolation, cDNA synthesis, and qPCR

RNA was isolated using a Direct-zol^TM^ RNA MiniPrep Kit (ZYMO RESEARCH #R2052). First-strand cDNA was synthesized in the presence of random hexamers and Superscript III Reverse Transcriptase (SSIIIRT, Thermo Fisher) according to the manufacturer's protocol. Then, the cDNA template was diluted 4 times and used for qPCR amplification with gene-specific oligonucleotide primer pairs and Power SYBR Green PCR Master Mix (Applied Biosystems™ #4309155). qPCR was performed using a QuantStudio^TM^ 6 or 7 thermocycler (Thermo Fisher) with the following program: 95°C for 10 min and 40 cycles of 95°C for 15 s and 60°C for 1 min. The results of RT-qPCR analyses for rDNA gene expression in WCs and the CN fraction were normalized to the results for GAPDH, and those for the NO fraction were normalized to the results for U3 snoRNA. The statistical significance of the RT-qPCR results was determined by Student's t test.

### RNA-seq data preparation and analysis

RNA quality was checked using an Agilent Bioanalyzer 2100, and samples with an RNA integrity number (RIN) > 8.0 were used for library preparation. Five hundred nanograms of RNA was used for the preparation of the libraries without rRNA depletion. A CORALL Total RNA-Seq Library Preparation Kit (Lexogen, Vienna, Austria) was used to prepare libraries following the manufacturer's instructions. An Agilent High Sensitivity DNA Kit (Agilent, Santa Clara, CA, USA) was used to assess library quality on an Agilent Bioanalyzer 2100, and the libraries were quantified using a Qubit^TM^ dsDNA HS Assay Kit (Invitrogen^TM^). RNA sequencing was performed for 75 bp single reads using an Illumina NextSeq 500 platform at the Lexogen NGS facility (Vienna, Austria). The raw FASTQ files were processed. Briefly, the quality of the raw FASTQ files was assessed using fastqc/0.11.4 (http://www.bioinformatics.bbsrc.ac.uk/projects/fastqc). Cutadapt 3.7 41 was used with the default parameters to remove adapter sequences and low-quality reads from the FASTQ files. The processed FASTQ files from the previous step were aligned to the GRCh38 human genome assembly using the STAR/2.7.8a 13 aligner with the following parameters: outSAMattributes--All, outFilterType--BySJout, outFilterMultimapNmax--20, outFilterMismatchNmax--999, outFilterMismatchNoverLmax--0.04, and outFilterIntronMotifs--RemoveNoncanonical. A raw count matrix was obtained from the aligned BAM files in FeatureCounts 37. Differentially expressed genes (DEGs) were obtained with DESeq2 38 in the R package with the default parameters. DEGs with a P-adjusted (Padj) value less than 0.05 were considered significant. Volcano plots were generated using the R package ggplot2 68.

### Northern blot analysis

Northern blot analysis was performed as previously described 59 with some modifications. Briefly, 6 µg of total RNA was separated on a 1.2% denaturing agarose gel containing 1× H-E buffer (20 mM HEPES, 1 mM EDTA, pH 7.8) and 6% formaldehyde. Electrophoresis was performed in 1x H-E buffer at 55 V with recirculation for 7 h. After electrophoresis, the gel was subjected to mild alkaline treatment (10 min in 50 mM NaOH/10 mM NaCl), neutralization (10 min in 2.5x TBE) and equilibration in 2× SSC (0.3 M NaCl, 30 mM sodium citrate). The RNA was transferred overnight by capillary transfer to a Hybond N+ nylon membrane using 20× SSC (3 M NaCl, 0.3 M sodium citrate) and then immobilized on the membrane by UV crosslinking (1200x100 µJ/cm^2^). For detection of pre-rRNA processing intermediates, the membrane was first prehybridized in 10 ml of hybridization buffer (3.5% SDS, 0.375 M Na_2_HPO_4_ and 0.125 M Na_2_HPO_4_, 1% Blocking Reagent solution [Roche, 11096176001], 0.1 mg/ml poly[A]) for 1 h at 60°C. The prehybridization solution was removed, and 5 ml of fresh hybridization buffer was added along with a DIG-labeled DNA probe at a final concentration of 2 nM. The membrane was incubated with the probe for 1 h at 60°C and then overnight at 37°C. The HPLC-purified DNA probes were labeled using a DIG Oligonucleotide Tailing Kit (Roche, 03353583910) according to the manufacturer's protocol. The following day, the membrane was washed twice with 2x SSC/0.1% SDS and then six times with 0.2x SSC/0.1% SDS at the hybridization temperature. After washing, the membrane was subjected to immunodetection using anti-digoxigenin antibody, and the immunoreactive bands were visualized using the chemiluminescent substrate CDP-Star (Sigma-Aldrich, C0712) according to the manufacturer's protocol, with some modifications. Briefly, the membrane was first rinsed twice in 10 ml of washing buffer, blocked for 40 min in 10 ml of blocking solution, incubated with 10 ml of antibody solution (1:2500) for 1 h, washed four times in washing buffer, equilibrated for 5 min in detection buffer, incubated with CDP-Star substrate and then exposed to a luminescence imager. The following probes were used: ETS: 5'-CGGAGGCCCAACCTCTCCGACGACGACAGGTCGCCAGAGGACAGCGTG-3', ITS1: 5'-CCTCGCCCTCCGGGCTCCGTTAATGATC-3', and ITS2: 5'-CTGCGAGGGAACCCCCAGCCGCGCA-3' 33.

### Microscopic analysis

For immunostaining, cells were cultured on 8-well µSlides (50 000 cells/well), fixed with 4% paraformaldehyde (PFA) for 12 min, washed in PBS, permeabilized in 1x PBS + 0.5% Triton X-100 for 15 min and washed again in PBS. The cells were then incubated in blocking solution (1% BSA in PBS) for 30 min and then incubated with primary antibodies diluted 1:200 in blocking solution for 1 h. The cells were then washed 3x for 10 min in PBS and incubated with secondary antibodies diluted 1:200 in blocking solution for 45 min. Finally, the cells were washed 3x for 10 min in PBS to remove any unbound antibodies, stained with DAPI (Thermo Fisher Scientific) for 10 min and postfixed with 4% PFA for 5 min. Images were acquired using an Olympus Fluoview 1200 IX83 confocal scanning microscope with a 60x oil-immersion objective. Three channels were used to acquire images with the following excitation parameters: 488 nm for Alexa Fluor 488, 559 nm for Alexa Fluor 555 and 405 nm for DAPI. The obtained images were analyzed using ImageJ software.

### Comet assay

For DNA damage measurement, a comet assay kit (Abcam #ab238544) was used according to the manufacturer's protocol. Images were acquired using an Olympus Fluoview 1200 IX83 confocal scanning microscope with a FITC filter. CASPlab software was used to analyze the results. Two parameters were analyzed, the tail DNA % and tail moment. The tail DNA % was calculated as follows: tail DNA % = 100x tail DNA intensity/cell DNA intensity. The tail moment was measured as the Olive Tail Moment (OTM): OTM = tail DNA% x tail moment length. Fifty cells were analyzed for each sample. The statistical significance was determined by Student's t test.

### Polysome profiling

The experiment was performed in three biological replicates, according to the protocol adapted from 9.

## Results

### hnRNP UL1 interacts with ribosomal proteins and affects rRNA levels

To identify proteins interacting with hnRNP UL1, a plasmid encoding FLAG-hnRNP UL1 was transiently expressed in HEK293T cells (Supplementary Fig. S1). Twenty-four hours after transfection, whole-cell protein extract was isolated and used for immunoprecipitation with an anti-FLAG antibody; nontransfected cells were used as controls. Immunoprecipitated proteins were identified by mass spectrometry. Interestingly, among hnRNP UL1-interacting factors, we found 5 proteins that were defined as ribosomal proteins and/or proteins involved in ribosomal assembly (Fig. 1A, B). Furthermore, all selected proteins exhibit nucleolar localization. They include rRNA processing protein 1 homolog B (RRP1B), ribosome biogenesis protein BRX1 homolog (BXDC2/BRX1), RNA-binding protein 28 (RBM28), nuclear fragile X mental retardation-interacting protein 2 (NUFIP2) and 40S ribosomal protein S3a (RPS3A).

To identify transcripts that can be affected by hnRNP UL1, we performed high-throughput sequencing of RNA (RNA-seq) isolated from HEK293T cell line with knockout of the *HNRNPUL1* gene (HEK UL1 KO cell line), which was created using the CRISPR-Cas9 system based on efficient genome editing by Cas9 nuclease (Fig. 2A). To verify the effectiveness of the strategy, a part of the sequence encompassing the deletion region was analyzed using primers designed several base pairs upstream and downstream of the cut site (Supplementary Fig. S3). Silencing of *HNRNPUL1* gene expression was further confirmed at the protein level by western blotting followed by immunostaining and immunofluorescence using anti-hnRNP UL1 antibodies (Fig. 2B and C). 

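RNA from the nucleolar (NO) fraction and from the combined cytoplasmic and nuclear (CN) fraction of HEK WT and HEK UL1 KO cells was sequenced, with 3 replicates for each genotype and fraction and 12 libraries in all. HEK293T is an established cell line of human embryonic kidney origin that expresses a viral large T antigen. Total RNA was not depleted of rRNA, so rRNA could be counted together with mRNA and other non-coding RNA. The authors trimmed the reads of 75 bases, aligned them to the GRCh38 assembly with up to 20 alignments allowed per read and counted them per gene, and they deposited these raw counts as one table per fraction with 61163 genes. The total count per library ranged from 42553766 to 56531162 in NO of HEK WT (median 52027494) and from 37141666 to 83019079 in NO of HEK UL1 KO (median 39157550). In CN, it ranged from 80139835 to 104040073 in HEK WT (median 83687525) and from 54349399 to 69849278 in HEK UL1 KO (median 68665383).

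From the raw counts, differential expression between HEK UL1 KO and HEK WT was tested within each fraction with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment and without a replicate block. The filter on low counts left 34836 genes in NO and 27234 genes in CN. DESeq2 with its default settings, the tool named in the methods of the paper, was run on the same counts as an alternative. The TMM factors ranged from 0.622 to 1.40 across the NO libraries. The tables list 7 copies each of the 45S, 28S, 18S and 5.8S genes and 34 copies of the 5S gene, and the paper's text does not name how reads that match several copies were counted. For this reason the copies of each class were also summed and tested as 1 class. In every library, the count of a 45S copy was between 0.91 and 0.977 of the summed counts of the 18S, 5.8S and 28S genes of that copy, so reads of the precursor could not be separated from those of mature rRNA by subtraction.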

For RNA-seq, because previous results have shown that hnRNP UL1 interacts with nucleolus-localized proteins, we decided to use RNA isolated from cells fractionated into CN and NO fractions without an rRNA depletion step (Supplementary Fig. S2). The results from HEK UL1 KO cells were compared to those from HEK WT cells. 

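HNRNPUL1, on chromosome 19 of GRCh38 from 41262557 to 41307787, had a lower TMM-normalized level in every HEK UL1 KO library than in every HEK WT library of the same fraction. In NO, its level in counts scaled by library size and TMM factor (CPM) was 15.4 ± 6.14 (SD, n = 3) in HEK WT and 3.84 ± 0.262 (SD, n = 3) in HEK UL1 KO, a log2 fold change of -2.0 (standard error 0.323, adjusted p = 0.00649 from edgeR's quasi-likelihood test). In CN, the levels were 17.1 ± 1.41 (SD, n = 3) and 4.80 ± 0.0583 CPM (SD, n = 3), a log2 fold change of -1.83 (standard error 0.0828, adjusted p = 2.12e-07 from the same test). The exact permutation test gave p = 0.1 in both fractions, the smallest two-sided p that 3 libraries against 3 allow. The transcript was therefore reduced but still counted, with 152 to 453 counts per HEK UL1 KO library in NO and 288 to 360 in CN.

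**Figure D1:**
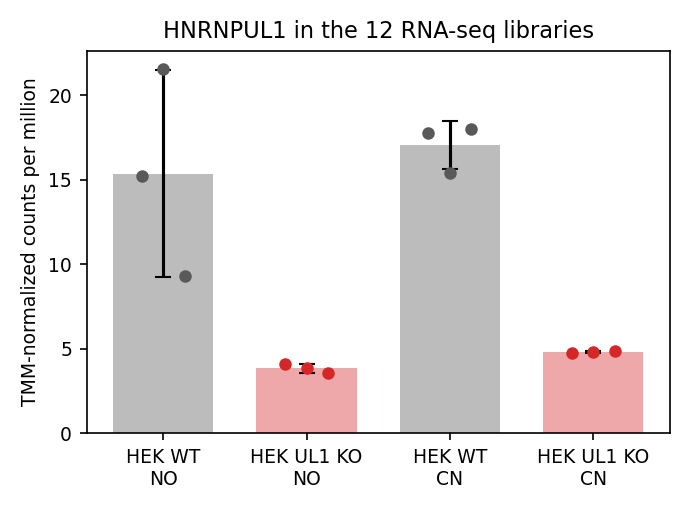
TMM-normalized CPM of HNRNPUL1 in HEK WT (grey) and HEK UL1 KO (red) for the NO and CN fractions. Points are the 3 libraries of each group, bars their mean and error bars the SD. The means in HEK UL1 KO are 3.84 in NO and 4.80 in CN, against 15.4 and 17.1 in HEK WT.

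Across all genes, 327 had an adjusted p under 0.05 in NO, of which 127 were higher and 200 lower in HEK UL1 KO. In CN, the number was 10323, with 4253 higher and 6070 lower. The paper describes a single HEK UL1 KO cell line, so these tests measure the spread between replicates of the same lines. They cannot separate the knockout from other differences between the HEK UL1 KO and HEK WT cells. In NO, a single reference gene (U3) in place of TMM moved the count most, to 11335 genes, with 11246 higher and 89 lower, while total counts gave 10, with 7 higher and 3 lower. In CN, all 12 libraries in one fit moved it most, to 4217 genes, and total counts gave 5421, with 3697 higher and 1724 lower. DESeq2 called 1082 genes in NO and 8571 in CN. With the replicate number as a block, 225 genes passed in NO and 8438 in CN. The replicate numbers gave no sign of a pairing, since the deviations of same-numbered HEK WT and HEK UL1 KO libraries from their group means correlated at r = -0.263 in NO and -0.173 in CN across genes. A total of 283 genes passed in both fractions, and 280 of these changed in the same direction.

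The fractions were compared in HEK WT to check the fractionation. The U3 snoRNA gene SNORD3A was higher in NO than in CN with a log2 fold change of 4.67 (standard error 0.437, adjusted p = 0.000338 from edgeR's quasi-likelihood test), and 138 of 152 box C/D snoRNA genes were higher in NO. The 45S gene copy RNA45SN3 was not higher in NO, with a log2 fold change of -0.62 (standard error 0.677, adjusted p = 0.466). Its reads cannot be separated from those of mature rRNA, so this value does not show whether the precursor was enriched in NO. The mature copies RNA18SN3 and RNA28SN3 were at -0.82 and -0.40. All 37 mitochondrially encoded genes were higher in NO. In this comparison, 15494 genes had an adjusted p under 0.05 without a block and 9577 with the replicate number as a block, where same-numbered NO and CN libraries of HEK WT correlated at r = -0.356.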

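In NO, 0 of the 131 rRNA genes that passed the filter were lower in HEK UL1 KO at an adjusted p under 0.05, pseudogenes included. At an unadjusted p under 0.05 the number was 10, and 129 of the 131 had a log2 fold change below 0, against 86 with total counts and 23 with a single reference gene (U3). In CN, 54 of 132 rRNA genes were lower and 1 was higher at an adjusted p under 0.05. DESeq2 gave 0 lower genes in NO and 57 in CN. With the replicate number as a block, the counts were 0 in NO and 45 in CN. The count in NO moved to 32 without replicate 3 of HEK WT, to 1 without replicate 2 of HEK UL1 KO and to 3 without the filter.

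In NO, the 5.8S gene RNA5-8SN3 had a log2 fold change of -0.87 (standard error 0.578, adjusted p = 0.463 from edgeR's quasi-likelihood test). The 5S pseudogene RNA5SP506 had a log2 fold change of -0.82 (standard error 0.348, adjusted p = 0.261). The 18S copy RNA18SN3_1, the 45S copy RNA45SN3_1 and the 28S copy RNA28SN1 had log2 fold changes of -0.69, -0.64 and -0.63, with adjusted p of 0.66, 0.706 and 0.677 from the same test. DESeq2 gave log2 fold changes of -0.93, -0.87, -0.75, -0.70 and -0.68 for these 5 genes in the same order, with adjusted p between 0.165 and 0.219.

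In CN, the 5.8S pseudogene RNA5-8SP8 had a log2 fold change of -1.66 (standard error 0.183, adjusted p = 6.5e-05 from edgeR's quasi-likelihood test) and the 5S pseudogene RNA5SP74 a log2 fold change of -1.31 (standard error 0.321, adjusted p = 0.00872). The 18S copy RNA18SN3 had a log2 fold change of -0.36 (standard error 0.23, adjusted p = 0.236) and the 45S copy RNA45SN3_1 a log2 fold change of -0.26 (standard error 0.24, adjusted p = 0.421). With DESeq2, the adjusted p was 3.74e-08 for RNA5-8SP8, 0.0202 for RNA5SP74, 0.0202 for RNA18SN3 and 0.0679 for RNA45SN3_1. The 28S copy RNA28SN1 had a log2 fold change of -0.02 (standard error 0.219, adjusted p = 0.943 from edgeR's quasi-likelihood test) in CN. How reads that match several of these genes were counted is not named in the paper's text, which limits the values of a single copy. RNA5SP74 rests on 37 to 234 counts per CN library, while RNA18SN3 has at least 1734447 counts in each.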

As shown in Table 1 and Supplementary Table S1, in both the CN and NO fractions, we observed significantly lower 5S, 5.8S, 18S, 28S and 45S rRNA levels in HEK UL1 KO cells than in HEK WT cells. In summary, both the RNA-seq and IP results suggest that hnRNP UL1 might be involved in rDNA gene transcription and/or ribosome biogenesis.

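With the copies of each class summed, every class had a negative log2 fold change in NO, and none passed an adjusted p of 0.05. The 5S class had a log2 fold change of -0.56 (standard error 0.456, adjusted p = 0.548 from edgeR's quasi-likelihood test). The 5.8S class had -0.78 (standard error 0.79, adjusted p = 0.629). For the 18S, 28S and 45S classes the values were -0.60, -0.59 and -0.59, with adjusted p of 0.827, 0.828 and 0.85. The exact permutation test on the TMM-normalized CPM gave a two-sided p of 0.3 for the 28S class and 0.4 for each of the other 4 classes in NO. The HEK WT libraries differed among themselves after TMM normalization. The 45S class was at 423660, 447080 and 179270 CPM in replicates 1, 2 and 3 of HEK WT, and at 211010, 261150 and 224510 in HEK UL1 KO. The TMM factors of these HEK WT libraries were 0.69, 0.622 and 1.40 in the same order. Their share of all counts on rRNA genes, which does not use these factors, was 65.1, 60.9 and 55.3%. Most of the spread in HEK WT thus appeared only with TMM.

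In CN, the 5.8S class was lower in HEK UL1 KO, at 4655 ± 552 CPM (SD, n = 3) against 12184 ± 3028 (SD, n = 3) in HEK WT, a log2 fold change of -1.39 (standard error 0.216, adjusted p = 0.000575 from edgeR's quasi-likelihood test). The 5S class was lower as well, with 43.0 ± 8.76 against 65.3 ± 15.4 CPM (SD, n = 3 each) and a log2 fold change of -0.60 (standard error 0.174, adjusted p = 0.0195). With the replicate number as a block, the adjusted p was 0.00575 for the 5.8S class and 0.0603 for the 5S class. The 5S class did not pass with DESeq2 (adjusted p = 0.065) or total counts (adjusted p = 0.112) either, so its call depends on the method. The 18S, 28S and 45S classes had log2 fold changes of -0.32, -0.09 and -0.21 and adjusted p of 0.471, 0.854 and 0.679 from the same test. The CPM of the 5S, 5.8S and 18S classes did not overlap between the genotypes in CN (exact permutation test, two-sided p = 0.1 for each, the smallest possible). DESeq2 gave an adjusted p of 0.0204 for the 18S class, 0.627 for the 28S class and 0.102 for the 45S class in CN.

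A single reference gene (U3) in place of TMM moved these values most in NO, to 0.27 for the 45S class, 0.29 for the 18S class and 0.26 for the 28S class. After TMM, the U3 gene SNORD3A was itself at a log2 fold change of -0.80 in NO. Its adjusted p was 0.223 from edgeR's quasi-likelihood test and 0.0363 from DESeq2. Scaling to a gene that is lower in HEK UL1 KO raises all others, so the change of sign rests on U3 being stable. With total counts, the log2 fold change of the 45S class was 0.01, that of the 18S class 0.03 and that of the 28S class -0.02. In CN, the 5.8S class stayed lower under total counts (log2 fold change -1.17, adjusted p = 0.0013), and the 28S class turned to 0.13 (adjusted p = 0.674). The share of all counts on rRNA genes was 60.4 ± 4.91% (SD, n = 3) in NO of HEK WT and 61.1 ± 3.47% (SD, n = 3) in NO of HEK UL1 KO (exact permutation test, two-sided p = 0.8). In CN, it was 75.8 ± 2.57% and 74.5 ± 0.28% (SD, n = 3 each, exact permutation test, two-sided p = 0.7). Without the 45S entries, the share in CN was 42.5 ± 1.53% and 41.1 ± 0.175% (SD, n = 3 each, exact permutation test, two-sided p = 0.1, the smallest possible). Because rRNA genes hold most of the counts, total counts and this share would both pull a real change of rRNA toward 0. They cannot show that the amount of rRNA was unchanged. With 1 copy of the 45S gene against the counts outside rRNA, the share in NO was 11.4 ± 2.74% and 12.0 ± 1.49% (SD, n = 3 each, exact permutation test, two-sided p = 0.8). The difference between the effects in NO and in CN was tested as an interaction and was not significant for any of the 5 classes (log2 differences from -0.32 to 0.77, adjusted p = 1 from edgeR's quasi-likelihood test).

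**Figure D2:**
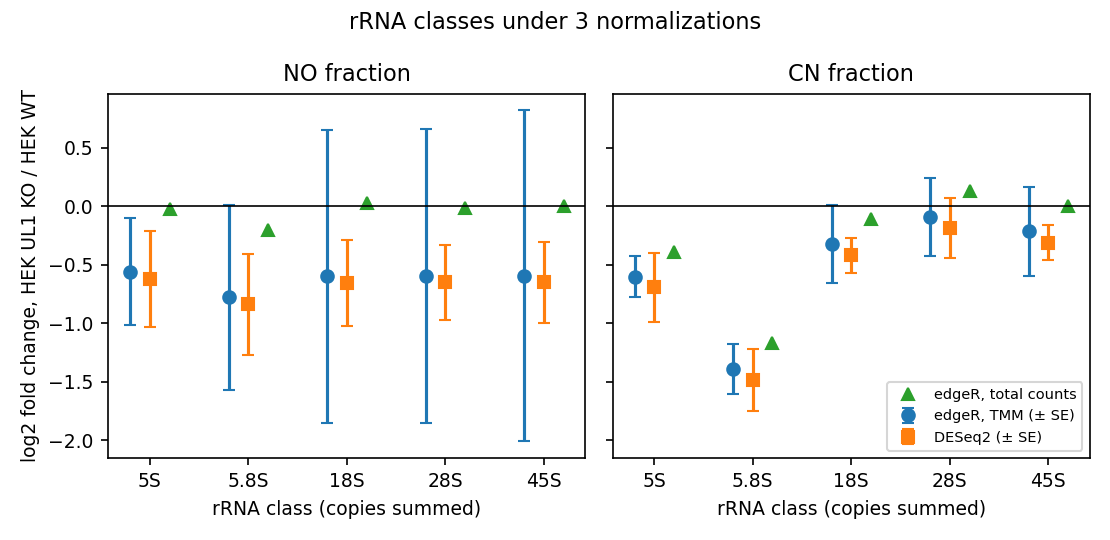
Log2 fold change of the 5 rRNA classes between HEK UL1 KO and HEK WT in NO (left) and CN (right), with edgeR and TMM normalization (circles), DESeq2 (squares) and edgeR with total counts (triangles). Error bars are standard errors. In NO, the 45S class is at -0.59 with TMM normalization and at 0.01 with total counts, and in CN the 5.8S class is below -1 in all 3.

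**Figure D3:**
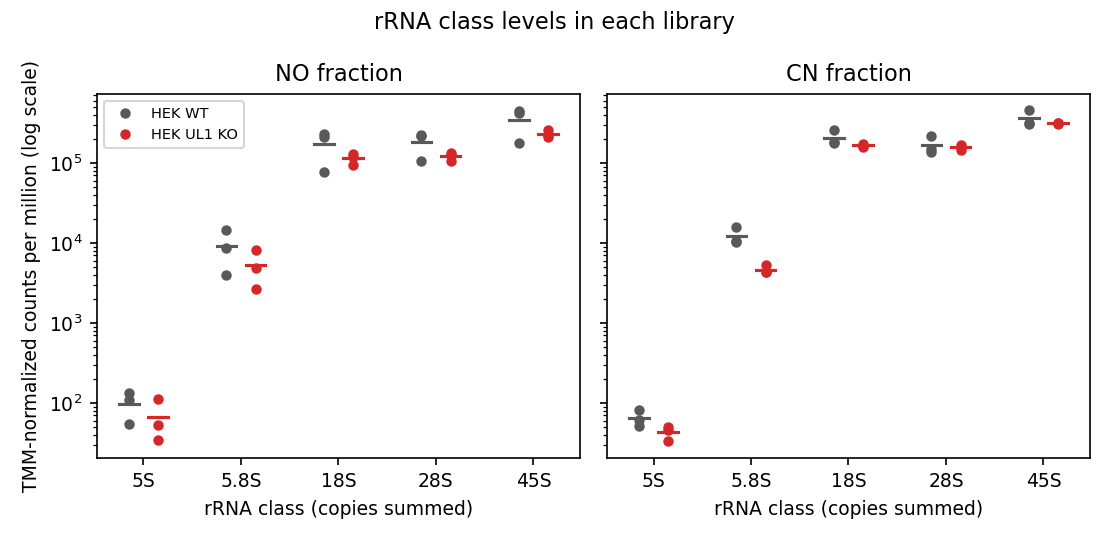
TMM-normalized CPM of the 5 rRNA classes on a log axis in NO (left) and CN (right). Points are libraries (grey for HEK WT, red for HEK UL1 KO) and short lines the means of 3. In CN, the 5S, 5.8S and 18S classes of the 2 genotypes do not overlap.

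From lower levels of 5S, 5.8S, 18S, 28S and 45S rRNA in HEK UL1 KO, selected in Table 1 by the unadjusted p value, together with the nucleolar proteins found by immunoprecipitation, the paper proposes that hnRNP UL1 takes part in rDNA gene transcription, ribosome biogenesis or both.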

### hnRNP UL1 is localized in human nucleoli and participates in rDNA gene transcription

As rDNA gene transcription and ribosome biogenesis take place in the nucleolus, we tested whether hnRNP UL1 can localize in this nuclear region. As shown in Fig. 3, immunofluorescence experiments confirmed that hnRNP UL1 colocalizes with nucleolin in the nucleoli of human cells.

Given this observation and previous results from RNA-seq, we concluded that hnRNP UL1 might be involved in pre-rRNA synthesis and/or maturation in the nucleolus. Therefore, in the next step, we tested the transcription efficiency of rDNA genes and the levels of mature rRNAs (5S, 5.8S, 18S, and 28S) and their precursors (45S and 47S) by ChIP, Northern blotting, and RT-qPCR. The ChIP assay was performed on WC isolated from HEK WT and HEK UL1 KO cells using anti-RNA Pol I antibody followed by qPCR with primers designed to amplify different regions of the rDNA gene locus (Fig. 4A). As shown in Fig. 4B, knockout of hnRNP UL1 diminished the binding of RNA Pol I at both the rDNA promoter region and the 5.8S, 18S, and 47S rDNA regions. These results indicate that hnRNP UL1 may play a role in rDNA transcription and mediate RNA Pol I binding to rDNA gene loci in human nucleoli, leading to transcriptional repression in cells with hnRNP UL1 knockout. Next, a pre-rRNA processing analysis was performed *via* Northern blotting with probes detecting major known pre-rRNA processing intermediates. Consistent with the ChIP-qPCR results, we observed reduced accumulation of 47S primary transcripts and consequent decreases in the levels of downstream processing intermediates (30S, 26S, 21S, 18S-E rRNAs) in HEK UL1 KO cells (Fig. 4C). For RT-qPCR analysis, cDNA was prepared from RNA isolated from WCs as well as from NO and CN fractions of HEK WT and HEK UL1 KO cells (Supplementary Fig. S4A-C). As shown in Supplementary Fig. S4C, the changes were mostly apparent in the nucleolar fraction, with the levels of 47S and 28S rRNAs significantly decreased in HEK UL1 KO cells. A decreased level of 5.8S rRNA was observed in the WC fraction (Supplementary Fig. S4A), whereas the level of 18S rRNA was not reproducible.

Furthermore, we also checked the expression of exemplary ribosomal protein genes encoding fibrillarin, RPS6 and RPS15 in HEK WT and HEK UL1 KO cells. As shown in Fig. 4D, the levels of all three mRNAs were downregulated. However, we did not observe any changes in their expression at the protein level (Supplementary Fig. S5). Next, we performed polysome profiling in HEK WT and HEK UL1 KO cells; however, we did not observe any changes in either ribosome or polysome profiles after hnRNP UL1 depletion (Supplementary Fig. S6). All these results indicate that hnRNP UL1 is involved in rDNA gene transcription but not in the subsequent steps of ribosome biogenesis.

### hnRNP UL1 plays a role in rDNA damage repair in nucleoli of human cells

As reported previously, hnRNP UL1 participates in DNA damage repair in the nuclei of human cells, by interacting, among others, with p53, the MRN complex (*via* NBS1), PARP1 and DDSR1 2,22,26,34,49,55. Our observation that hnRNP UL1 is localized in the nucleolus prompted us to hypothesize that the protein also engages in rDNA damage repair in human nucleoli. To test this hypothesis, we first assessed the levels of the DNA damage marker γH2A.X in HEK UL1 KO cells. However, we did not observe any significant changes, indicating that cells with hnRNP UL1 depletion do not generate more DNA damage than those with intact hnRNP UL1 (Supplementary Fig. S7). Next, we analyzed the colocalization of both proteins in mammalian cell nucleoli under control conditions (DMSO) and after treatment with the genotoxic reagents ETO (10 µM) and CPT (5 µM) for 2.5 h. Additionally, hnRNP UL1 and γH2A.X colocalization was tested under the same conditions in HeLa cells with depletion of FUS (HeLa FUS KO cells); FUS has been recently reported to be relocated to nucleoli in response to DNA damage 42. FUS and hnRNP UL1 are known to interact with each other 50 and to colocalize in the cell nucleoli (Fig. 5A). As shown in Fig. 5B, after ETO- and CPT-induced DNA damage, hnRNP UL1 and γH2A.X colocalized mainly in the nucleus; however, after treatment with CPT, both factors strongly aggregated in the nucleolus (as indicated by the white arrows), especially in the periphery (as indicated by the yellow arrow). Such localization of these proteins after DNA damage may indicate their participation in DSB repair and recruitment to the nucleolar caps. Interestingly, no obvious differences were observed in HeLa FUS KO cells compared to HeLa WT cells (Fig. 5C), indicating that FUS depletion does not affect the localization of hnRNP UL1 in the nucleolus.

Next, we tested whether depletion of UL1 results in DNA damage sensitization. For this purpose, the sensitivity of HEK UL1 KO cells to the DNA damage induced by the genotoxic reagents ETO and CPT was compared to the sensitivity of HEK WT cells. As shown in Fig. 6A, cells with hnRNP UL1 depletion were more sensitive to both reagents than WT cells, reaching the minimal survival point and exhibiting the greatest difference after 24-30 h. After that time, the sensitivity of both kinds of cells became comparable again. This result suggests that cells with knockout of hnRNP UL1 exhibit increased sensitivity to DNA damage and a potentially slowed repair process, confirming a role for hnRNP UL1 in DNA damage repair and genome integrity.

In another approach, we performed a comet assay to measure ETO- and CPT-induced DNA damage in HEK UL1 KO cells and HEK WT cells compared to cells treated with DMSO. Two parameters were used for calculations: the tail DNA% and tail moment, which are suitable indicators of induced DNA damage considering both the migration of genetic material and the relative amount of DNA in the tail. As shown in Fig. 6B, among cells treated with both ETO and CPT, the comet tails were longer in HEK UL1 KO cells than in HEK WT cells, which was also confirmed by calculations. This observation confirms that cells with hnRNP UL1 knockdown exhibit increased susceptibility to DNA damage.

Furthermore, to test whether hnRNP UL1 can directly participate in DNA repair in the nucleoli, we performed an IP experiment using an anti-hnRNP UL1 antibody and the NO and CN fractions of HEK WT cells, followed by western blot analysis and immunodetection with anti-hnRNP UL1, anti-pChk1, and anti-pRPA32 antibodies. RPA32 is a part of the RPA complex, which recognizes single-stranded DNA breaks and is one of the major complexes involved in the DNA repair pathway in both the nucleus and the nucleolus. Chk1 kinase plays an important role in DNA damage checkpoint control. As shown in Fig. 6C, both proteins interacted with hnRNP UL1 in both the NO and CN fractions of HEK WT cells. To estimate the exact pathways of DDR in which hnRNP UL1 is involved, we performed IP using anti-hnRNP UL1 and anti-FLAG antibodies in HEK WT and HEK UL1 OE cells, respectively. For this purpose, we created a HEK293 cell line with stable expression of FLAG-hnRNP UL1 using a ready-to-use MultiMam™ Stable system (Supplementary Fig. S1). We tested the interaction of hnRNP UL1 with 53BP1, RAD50, RPA32 and XRCC1. 53BP1 is involved in the signaling and repair of DNA DSBs in human cells; RAD50 belongs to the MRN complex; and XRCC1 participates in the repair of DNA single-strand breaks by mediating the formation of protein complexes that repair DNA damage. As shown in Fig. 6D, in this experiment, only a weak interaction of hnRNP UL1 with XRCC1 in the NO fraction was observed. However, immunofluorescence using anti-hnRNP UL1 and anti-XRCC1 antibodies performed in HEK WT cells after DNA damage induction showed no clear colocalization of this protein with hnRNP UL1 in the cell nucleoli (Supplementary Fig. S8A). Moreover, little colocalization of hnRNP UL1 and 53BP1 or RAD50 and RPA32 in the nucleolus was observed in this experiment (Supplementary Fig. S8B-D).

## Discussion

We report, for the first time, that hnRNP UL1 is localized in the nucleoli of human cells (Fig. 3). Knockout of the *HNRNPUL1* gene results in altered expression of rDNA genes, with 28S and 47S rRNA levels significantly decreased in the NO fraction, suggesting the role of hnRNP UL1 in rRNA synthesis and/or maturation in the nucleolus (Fig. 4A, Supplementary Fig. S4C). Furthermore, we found that hnRNP UL1 influences RNA Pol I recruitment to the rDNA promoters and 5.8S, 18S, and 47S rDNA regions, thereby indicating its function in RNA Pol I binding to rDNA genes and transcription in the nucleolus (Fig. 4B). In addition, we observed that hnRNP UL1 interacts with ribosomal proteins (Fig. 1) and may affect expression of ribosomal protein genes (Fig. 4D), although in other experiments, we found that hnRNP UL1 depletion did change neither nucleolar/ribosomal protein levels (Supplementary Fig. S5) nor polysome abundance (Fig. S6). Therefore, we suggest that hnRNP UL1 may be involved in the transport of ribosomal proteins or their posttranslational modifications rather than in ribosome biogenesis. However, to confirm this hypothesis, more studies need to be performed. Notably, the lack of mRNA-protein expression correspondence is not surprising given the essential roles of ribosomal proteins in cell growth. It has been previously reported that transcriptional regulation does not play a considerable role in ribosomal protein production, which appears to be mainly regulated at translational and posttranslational levels to adjust the biosynthesis of the ribosomes to the specific requirements of the cells 5. Therefore, diminished transcript levels can be equilibrated with increased translation or protein stability.

In agreement with previous research reporting the role of hnRNP UL1 in DNA damage repair in the nucleus, we found that hnRNP UL1 may also be involved in n-DDR. We observed that cells with hnRNP UL1 knockout exhibited increased sensitivity to DNA damage, resulting in an increased number of dead cells. Similar results have been obtained for cells with silencing of Treacle and MRE11, which are key proteins involved in n-DDR and the HR repair pathway 30,31,44. Moreover, we confirmed that hnRNP UL1 can interact in the nucleolus with proteins involved in different pathways of DNA break repair (Fig. 6C-D).

In this study, we examined the interaction in the nucleolus of hnRNP UL1 with selected proteins that are known to be localized in DNA damage sites and involved in DNA repair mechanisms. The first was γH2A.X. This phosphorylated histone protein is essential for cell cycle arrest and DNA damage repair after DSBs 20. In transcribed rDNA, histone H2A.X has reduced nucleosome occupancy, so upon ATM activation, limited phosphorylation of H2A.X is detected 23,31. The second was 53BP1, which plays a key role in the repair of DSBs by promoting NHEJ and specifically counteracting the function of the BRCA1 HR repair protein 6. The third, RAD50, is a member of the MRN complex, which is a major complex involved in the HR repair pathway of DSBs in both the nucleus and nucleolus 12. Fourth, RPA32, also known as RPA2, is a member of the RPA complex that recognizes ssDNA and is one of the major complexes involved in the DNA repair pathway in both the nucleus and nucleolus. The RPA complex, by recruiting ATRIP, activates ATR kinase, a master regulator of the DDR that is required for the recruitment of the DSB repair factors RAD51 and RAD52. It also recruits proteins such as endonucleases XPA and XPG, which are involved in DNA repair by nucleotide excision 57. Fifth was XRCC1, which participates in ssDNA damage repair by mediating the formation of DDR protein complexes. XRCC1 negatively regulates ADP-ribose levels by modulating ADP-ribosyltransferase PARP1 activity 25. Sixth was Chk1, a serine/threonine-protein kinase that is required for cell cycle arrest and activation of DNA repair after DSBs. Chk1 is activated as part of the n-DDR 44. According to our observations, hnRNP UL1 interacts in the nucleolar fraction with γH2A.X, RPA32, XRCC1, and Chk1 (Fig. 5B-C, Fig. 6C-D), suggesting that it may be localized in the sites of rDNA damage and participate in the repair pathways in the nucleolus. This is the first report that hnRNP UL1 might be involved in ssDNA break repair in the nucleolus *via* interaction with RPA32 and XRCC1.

Interestingly, after DNA damage induction with the reagent CPT, we observed in both HeLa WT and HeLa FUS KO cells a co-localization of hnRNP UL1 with γH2A.X in the nucleoli, particularly at the periphery of the nucleoli. This may suggest that hnRNP UL1 is recruited to nucleolar caps after DSBs and that it mediates the HR repair pathway. hnRNP UL1 can also cooperate with Chk1 in rDNA repair after DSBs. It has already been shown that hnRNP UL1 and hnRNP UL2 together stimulate DNA end resection and promote ATR-dependent signaling and DSB repair by HR, affecting cell viability. In the nucleus, hnRNP UL1 binds to NBS1, which is a part of the MRN complex, to play a role in the cellular response to DSBs in the nucleus. In this work, we tried to detect the interaction of hnRNP UL1 with another subunit of the MRN complex, RAD50, in human nucleoli. However, we did not observe specific interactions between hnRNP UL1 and RAD50 in either the NO or CN fractions. The hnRNP UL1 protein also functions downstream of MRN and CtIP to promote BLM helicase recruitment to DNA damage sites. Recruitment of hnRNP UL1 to DSBs is dependent on the MRN complex and PARP1 2,3,22,26,49,55.

In light of recent findings, the FUS protein is required for the recruitment of DDR factors to DNA damage sites; moreover, FUS-dependent liquid-liquid phase separation (LLPS) is essential for DDR activation and proper formation of DSB repair complexes in the nucleus 35. Furthermore, FUS has been shown to change localization after induction of DNA breaks by topoisomerase type I (TOP1), and it localizes in the nucleolus in response to RNA polymerase II inhibition 42. In our experiments, silencing of FUS had no significant effect on hnRNP UL1 localization in the nucleolus (Fig. 5C).

In summary, our research provides insights into the putative role of hnRNP UL1 in the nucleoli of human cells, suggesting two possibilities: hnRNP UL1 functions as an activator of rDNA gene transcription and ii) hnRNP UL1 is one of the factors involved in n-DDR for both single-strand DNA breaks and DSBs, including the HR DSB repair pathway. Such an observation broadens our knowledge about the response to rDNA damage in the nucleolus, where the availability of DNA repair factors is limited. However, the details of the existing mechanisms remain to be elucidated.

## Supplementary Material

Supplementary figures and table. Click here for additional data file.

## Figures and Tables

**Figure 1:**
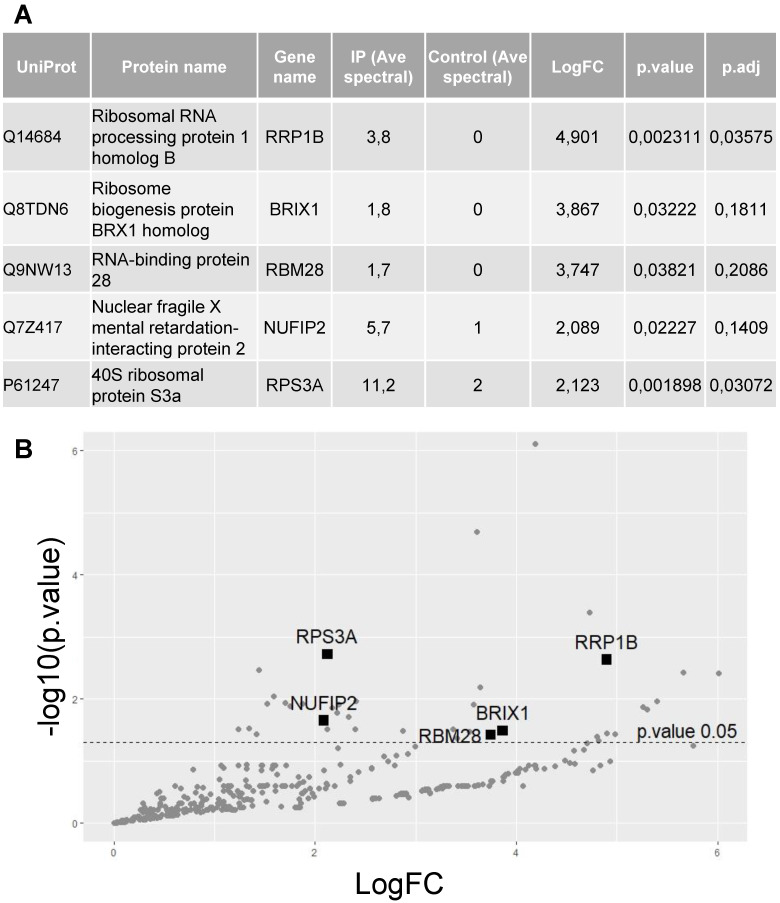
** Identification of proteins that interact with hnRNP UL1**. (A) Protein extract from HEK293T cells overexpressing FLAG-hnRNP UL1 was used for immunoprecipitation followed by mass spectrometry analysis. IP (Ave spectral) and control (Ave spectral) are the average numbers of spectra detected for a given protein for IP and control, respectively. (B) Volcano plot showing proteins from WC extracts; the 5 proteins described in (A) are highlighted.

**Figure 2:**
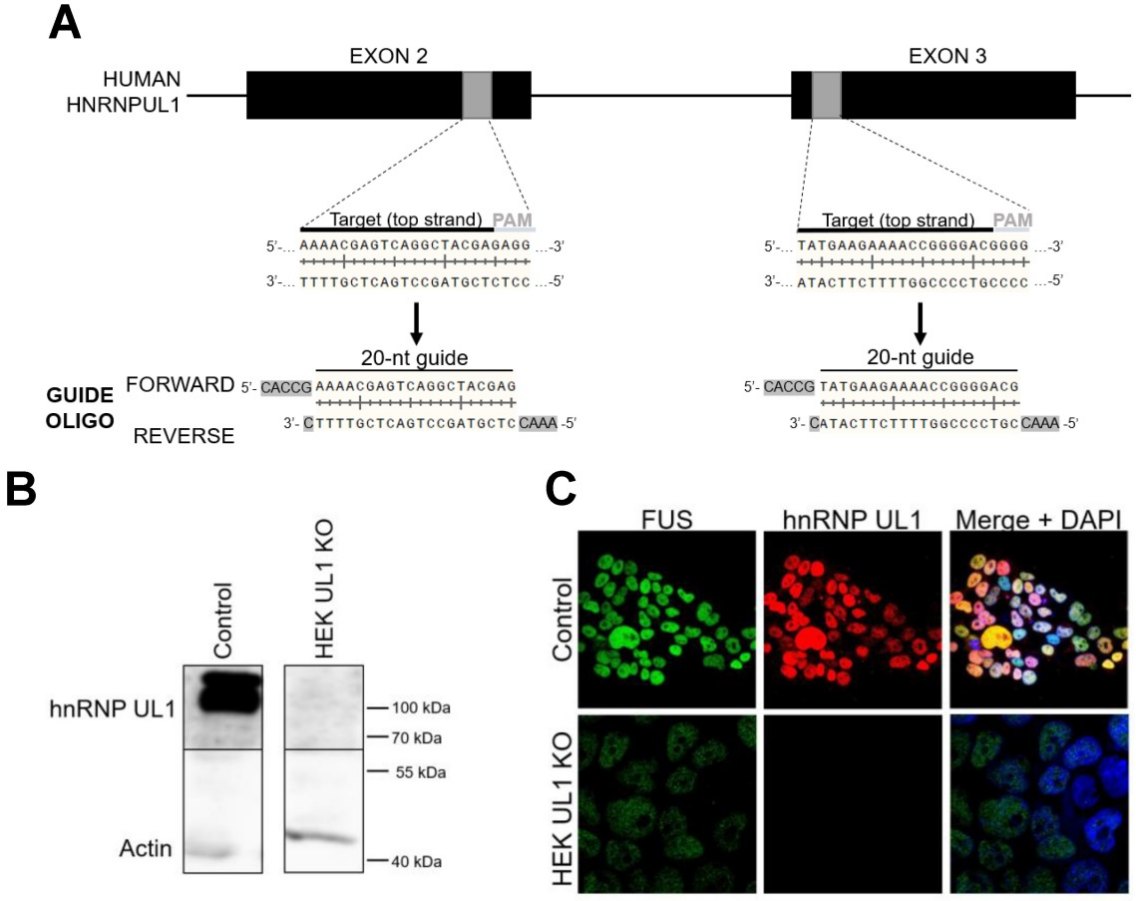
** Generation of cells with hnRNP UL1 knockout.** (A) The CRISPR-Cas9 system was used to prepare HEK UL1 KO cells. Two targets located on exons 2 and 3 were selected (gray boxes). The 20-bp target sequences (black line) are preceded at the 3' end by 5'-NGG protospacer-adjacent motifs (PAMs) (gray line), where N stands for any nucleotide. The two designed oligonucleotide guides (forward and reverse) contain overhangs (highlighted in gray) needed for ligation into pSpCas9-2A-EGFP or pSpCas9-2A-Puro plasmids using *BbsI* restriction sites. (B) Western blot analysis followed by immunostaining and (C) immunofluorescence using an anti-hnRNP UL1 antibody was performed to confirm the silencing of hnRNP UL1 protein in HEK UL1 KO cells in comparison to HEK WT cells (control). Actin and FUS were used as controls. DAPI was used for nuclear staining.

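The guide sequence for exon 2, AAAACGAGTCAGGCTACGAG, had 1 exact match among the chromosomes of GRCh38, on the plus strand of chromosome 19 from 41268283 to 41268302, followed by the PAM AGG. In the GENCODE release 44 annotation, the match lies inside the coding part of exon 2 (41268223 to 41268345) of the HNRNPUL1 reference transcript, and 11 of the 14 protein-coding transcripts of the gene carry it within an exon. With the site in the middle, the reference reads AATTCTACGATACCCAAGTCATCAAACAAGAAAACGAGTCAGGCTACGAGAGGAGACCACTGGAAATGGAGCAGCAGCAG. The guide sequence for exon 3, TATGAAGAAAACCGGGGACG, also had 1 exact match, on the plus strand of chromosome 19 from 41272186 to 41272205 with the PAM GGG, inside the coding part of exon 3 (41272082 to 41272235), and 13 of the 14 protein-coding transcripts carry it. The reference around it reads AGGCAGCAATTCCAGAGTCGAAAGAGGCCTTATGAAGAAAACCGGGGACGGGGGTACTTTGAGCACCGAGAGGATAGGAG. Cas9 cuts 3 bases upstream of the PAM, which places the expected cuts after positions 41268299 and 41272202. The interval between them holds 3903 bases, of which 167 are coding bases of exons 2 and 3, a number that leaves a remainder of 2 after division by 3. The reference transcript has 15 exons.

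**Figure D4:**
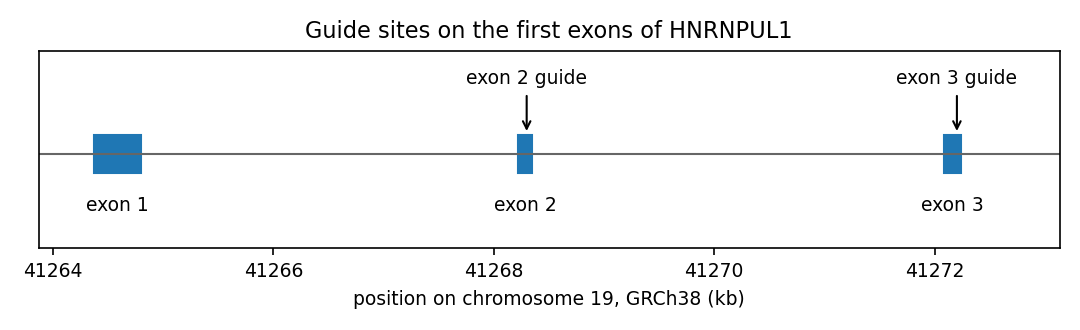
Map of exons 1, 2 and 3 of the HNRNPUL1 reference transcript (blue boxes, to scale) along chromosome 19 of GRCh38, in kb. The arrows mark the expected cut positions of the exon 2 guide and the exon 3 guide, which lie 3903 bases apart.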

**Figure 3:**
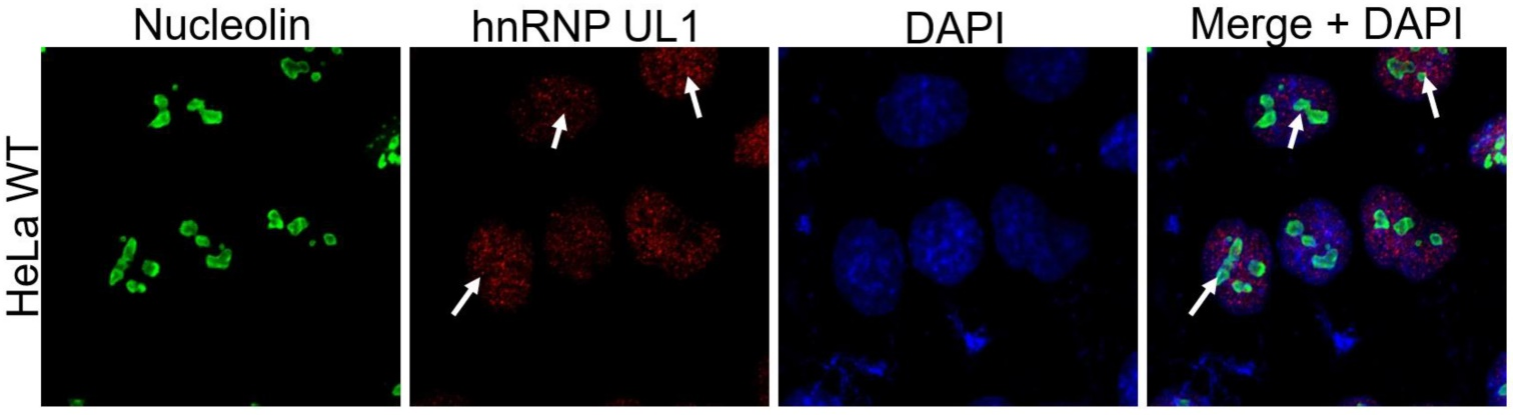
** Localization of hnRNP UL1 in the nucleoli of human cells**. Immunostaining was performed in HeLa WT cells using antibodies against nucleolin and hnRNP UL1. Sites of colocalization are indicated by white arrows. DAPI was used for nuclear staining.

**Figure 4:**
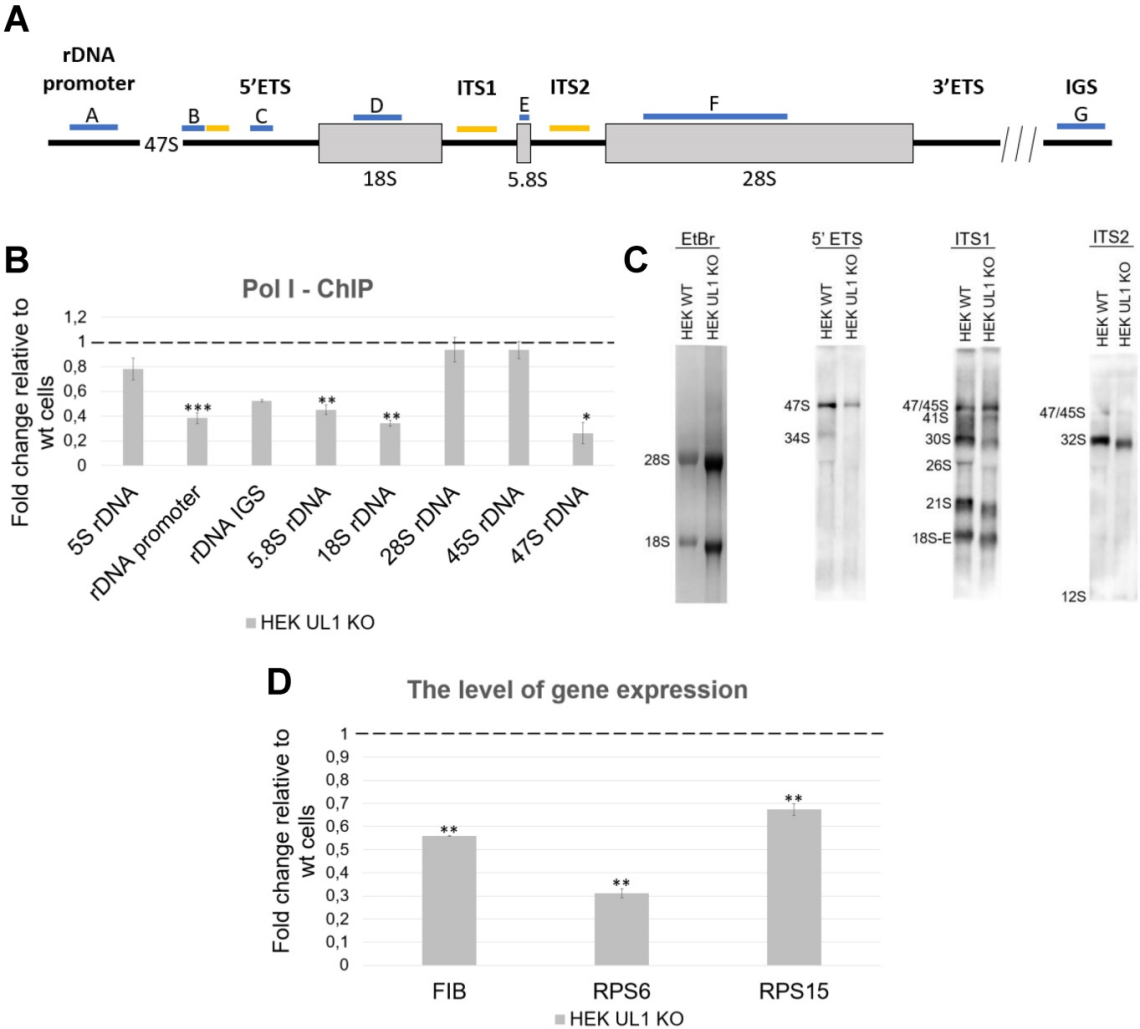
** Regulation of the expression of rDNA genes and ribosomal protein genes by hnRNP UL1**. (A) Scheme showing the 47S pre-rRNA with the positions of the primers and probes used in qPCR and northern blotting, respectively. The sites of PCR primer pairs are indicated in blue: A - on rDNA promoter, B - on 47S rDNA, C - on 45S rDNA, D - on 18S rDNA, E - on 5.8S rDNA, F - on 28S rDNA, and G - on IGS rDNA. Yellow indicates probes for northern blotting: 5'ETS, ITS1 and ITS2. (B) RNA Pol I binding at different regions of the rDNA loci (promoter, IGS, 5.8S, 18S, 28S, 45S, and 47S) was quantified by ChIP combined with qPCR in HEK UL1 KO cells compared to HEK WT cells. 5S rRNA was used as a negative control. (C) Total RNA extracted from HEK WT and HEK UL1 KO cells was separated on a denaturing gel and analyzed by northern blotting. The blots were probed with the oligonucleotides 5'ETS, ITS1 and ITS2. The detected pre-rRNA species are highlighted. (D) The mRNA levels of two ribosomal proteins (RPS6 and RPS15) and the nucleolar marker fibrillarin (FIB) were analyzed by RT-qPCR in HEK UL1 KO cells compared to HEK WT cells. The error bars represent the SDs of three biological replicates. P values were calculated using Student's t test, and the statistical significance is represented as follows: *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001.

**Figure 5:**
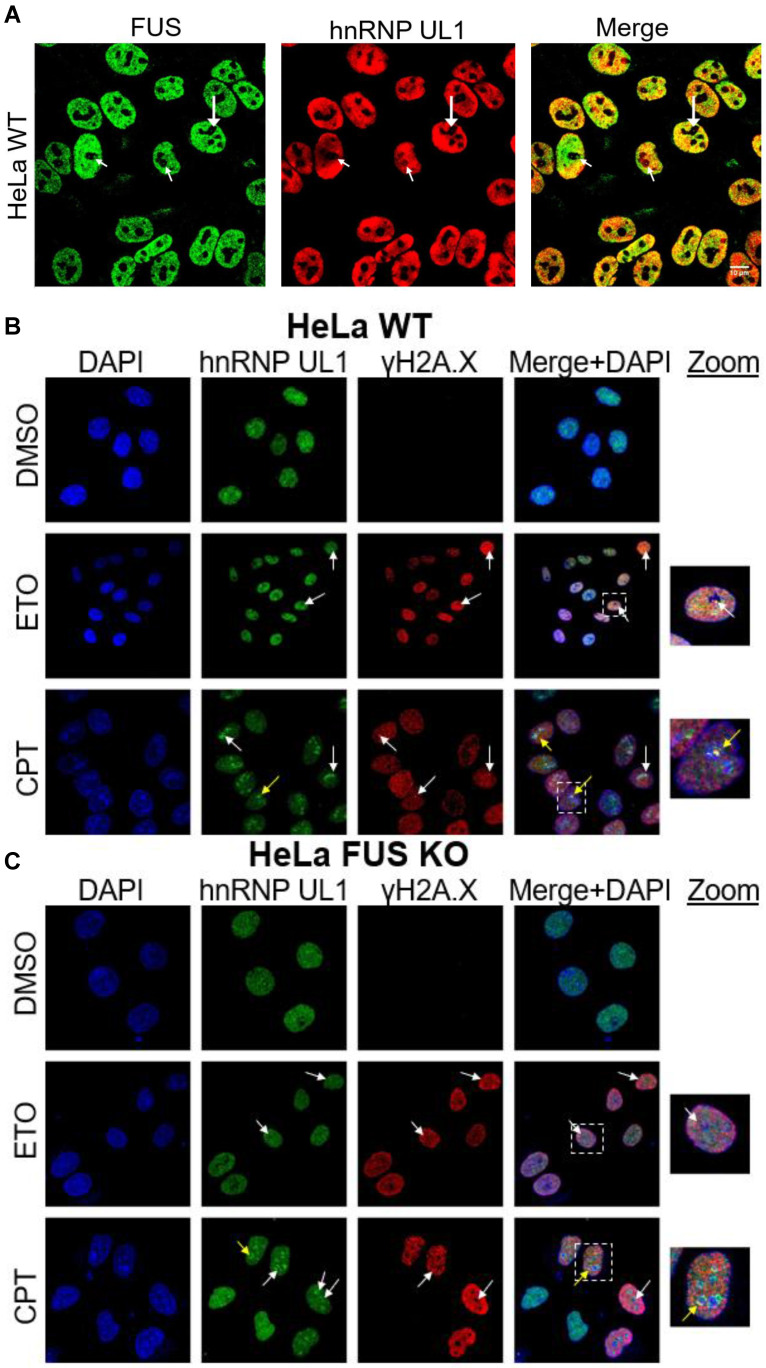
** Colocalization of hnRNP UL1 and γH2A.X after DNA damage induction**. (A) Colocalization of hnRNP UL1 and FUS in human nucleoli was tested by immunofluorescence using anti-FUS and anti-hnRNP UL1 antibodies. Exemplary sites of colocalization are indicated by white arrows. (B, C) Immunostaining using anti-γH2A.X and anti-hnRNP UL1 antibodies in HeLa WT (B) and HeLa FUS KO (C) cells treated with ETO and CPT. Cells treated with DMSO were used as controls. Exemplary sites of colocalization are indicated by white arrows, and aggregates in the periphery are indicated by yellow arrows. DAPI was used for nuclear staining. Scale bars: 20 μm.

**Figure 6:**
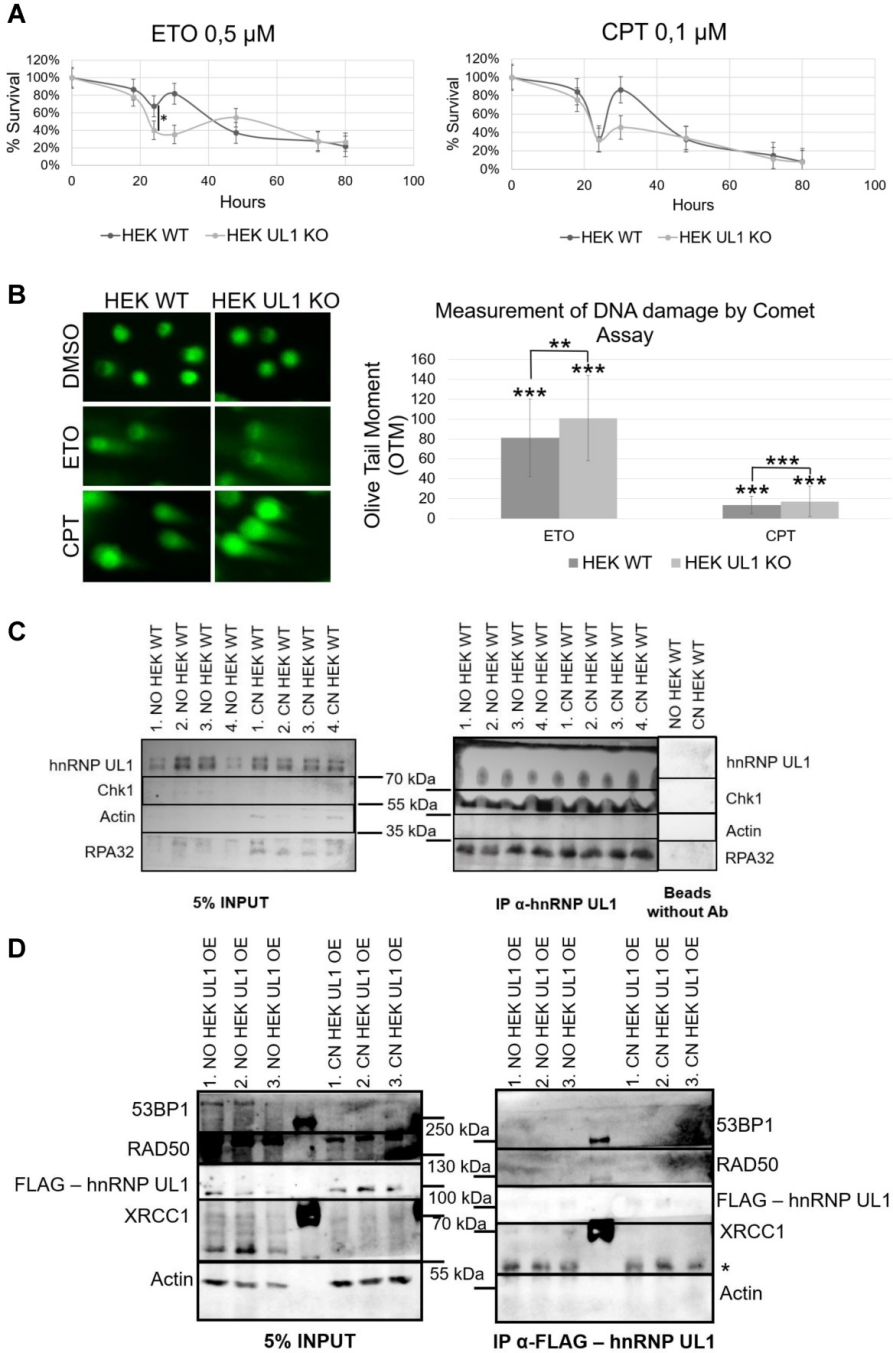
** Involvement of hnRNP UL1 in the DDR in human nucleoli.** (A) The DNA damage sensitivity of HEK UL1 KO cells compared to HEK WT cells was tested after 2.5 h of treatment with the genotoxic reagents ETO and CPT. After this time, the cells were harvested at the following time points: 18 h, 24 h, 30 h, 48 h, 72 h and 80 h. Cell viability was assessed by Trypan blue staining, and the percentage of survival was calculated. The results were normalized to those for the control cells treated with DMSO. (B) DNA damage was assessed by Comet Assay in HEK UL1 KO cells compared to HEK WT cells after DNA damage induced with ETO and CPT. Cells treated with DMSO were used as negative controls. For the assay, 50 cells per sample were analyzed. The error bars represent the SDs of three biological replicates. The p values were calculated using Student's t test, and the statistical significance is represented as follows: *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001. (C) IP was performed using an anti-hnRNP UL1 antibody and protein extracts from the NO and CN fractions of HEK WT cells. After elution, the immunoprecipitated proteins were identified by western blotting followed by immunostaining. Four independent biological replicates from each fraction were used for the experiment. For the input, 5% of the total volume applied to the beads was used; for the negative controls, beads without antibody were used; for immunostaining, anti-hnRNP UL1, anti-pChk1, and anti-pRPA32 antibodies were used; and actin was used as a loading control. (D) IP was performed using magnetic beads conjugated with an anti-FLAG antibody and protein extracts from the NO and CN fractions of HEK UL1 OE cells. Three independent biological replicates from each fraction were used for the experiment. For the input, 5% of the total volume applied to the beads was used. For immunostaining, anti-53BP1, anti-RAD50, anti-FLAG, and anti-XRCC1 were used, and an anti-actin antibody was used as a control. * - nonspecific signal.

**Table 1:** ** The expression of rDNA genes is affected in hnRNP UL1 knockout cells.** Selected transcripts represent 5S, 5.8S, 18S, 28S and 45S rRNAs that were significantly (p value<0.05) changed in the CN and NO fractions in HEK UL1 KO cells relative to HEK WT cells.

GeneID	baseMean	Fold Change	p.value	p.adj	Fraction
RNA5-8SP8	92224,52912	0,300	0,000	0,000	CN
RNA5SP74	111,7623806	0,378	0,005	0,020	CN
RNA5-8SN3	52744,81405	0,526	0,030	0,202	NO
RNA5SP506	310,3483873	0,546	0,020	0,165	NO
RNA18SN3_1	1329605,513	0,597	0,033	0,210	NO
RNA45SN3_1	2388683,306	0,615	0,036	0,219	NO
RNA28SN1	1019822,894	0,624	0,035	0,217	NO
RNA18SN3	2506339,157	0,738	0,005	0,020	CN
RNA45SN3_1	4109132,44	0,793	0,021	0,068	CN

## Abbreviations

hnRNP UL1: heterogeneous nuclear ribonucleoprotein U-like protein 1
rRNA: ribosomal RNA
rDNA: ribosomal DNA
NORs: nucleolar organizer regions
IGS: long intergenic spacer
RNA Pol I: RNA polymerase I
FC: fibrillar center
UBF: upstream binding factor
DFC: dense fibrillar component
GC: granular component
PH: perinuclear heterochromatin
snoRNAs: small nucleolar RNAs
snoRNP: small nucleolar ribonucleoprotein
SRP: signal recognition particle
NSP: nucleolar surveillance pathway
DSBs: DNA double-strand breaks
n-DDR: nucleolar DNA damage response
IR: ionizing radiation
NHEJ: nonhomologous end joining
HR: homologous recombination
E1B-AP5: adenovirus early region 1B-associated protein 5
NBS1: Nibrin
CtIP: C-terminal binding protein
PRMT1: arginine N-methyltransferase 1
PARP1: poly [ADP-ribose] polymerase 1
ATR: ataxia telangiectasia and Rad3-related protein
lncRNA: long noncoding RNA
DDSR1: DNA damage-sensitive RNA1
BRCA1: breast cancer type 1 susceptibility protein
γH2A.X: phosphorylated histone H2AX
RPA32: replication protein A 32 kDa subunit
XRCC1: X-ray repair cross-complementing protein 1
Chk1: cell cycle checkpoint kinase
DMEM: Dulbecco's modified Eagle medium
ETO: etoposide
CPT: camptothecin
HEK UL1 KO: HEK293T cell line with knockout of the *HNRNPUL1* gene
HEK UL1 OE: HEK293 cells expressing FLAG-hnRNP UL1
NO: nucleolar
CN: cytoplasmic-nuclear
WCs: whole cells
SDS-PAGE: SDS-polyacrylamide gel electrophoresis
PVDF: polyvinylidene difluoride
ECL: enhanced chemiluminescence
IP: immunoprecipitation
ChIP: chromatin IP
HEK WT: wild-type HEK293
PBS-T: PBS with 0.02% Tween 20
TCA: trichloroacetic acid
qPCR: quantitative PCR
DEGs: differentially expressed genes
Padj: P-adjusted
GEO: Gene Expression Omnibus
PFA: paraformaldehyde
OTM: Olive Tail Moment
RRP1B: rRNA processing protein 1 homolog B
BXDC2/BRX1: ribosome biogenesis protein BRX1 homolog
RBM28: RNA-binding protein 28
NUFIP2: nuclear fragile X mental retardation-interacting protein 2
RPS3A: 40S ribosomal protein S3a
RNA-seq: high-throughput sequencing of RNA
HeLa FUS KO: HeLa cells with depletion of FUS

## References

[1] Andersen JS, Lam YW, Leung AK, Ong SE, Lyon CE, Lamond AI (2005). Nucleolar proteome dynamics. Nature.

[2] Barral PM, Rusch A, Turnell AS, Gallimore PH, Byrd PJ, Dobner T (2005). The interaction of the hnRNP family member E1B-AP5 with p53. Febs Lett.

[3] Blackford AN, Jackson SP (2017). ATM, ATR, and DNA-PK: The Trinity at the Heart of the DNA Damage Response. Mol Cell.

[4] Blackwell DL, Fraser SD, Caluseriu O, Vivori C, Tyndall AV, Lamont RE (2022). Hnrnpul1 controls transcription, splicing, and modulates skeletal and limb development in vivo. G3-Genes Genom Genet.

[5] Caldarola S, De Stefano MC, Amaldi F, Loreni F (2009). Synthesis and function of ribosomal proteins-fading models and new perspectives. The FEBS journal.

[6] Callen E, Di Virgilio M, Kruhlak MJ, Nieto-Soler M, Wong N, Chen HT (2013). 53BP1 mediates productive and mutagenic DNA repair through distinct phosphoprotein interactions. Cell.

[7] Cerqueira AV, Lemos B (2019). Ribosomal DNA and the Nucleolus as Keystones of Nuclear Architecture, Organization, and Function. Trends in genetics: TIG.

[8] Chen DY, Huang S (2001). Nucleolar components involved in ribosome biogenesis cycle between the nucleolus and nucleoplasm in interphase cells. J Cell Biol.

[9] Ciesiolka A, Stroynowska-Czerwinska A, Joachimiak P, Ciolak A, Kozlowska E, Michalak M (2021). Artificial miRNAs targeting CAG repeat expansion in ORFs cause rapid deadenylation and translation inhibition of mutant transcripts. Cell Mol Life Sci.

[10] Correll CC, Bartek J, Dundr M (2019). The Nucleolus: A Multiphase Condensate Balancing Ribosome Synthesis and Translational Capacity in Health, Aging and Ribosomopathies. Cells.

[11] Coute Y, Burgess JA, Diaz JJ, Chichester C, Lisacek F, Greco A (2006). Deciphering the human nucleolar proteome. Mass spectrometry reviews.

[12] de Jager M, van Noort J, van Gent DC, Dekker C, Kanaar R, Wyman C (2001). Human Rad50/Mre11 is a flexible complex that can tether DNA ends. Mol Cell.

[13] Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[14] Emmott E, Hiscox JA (2009). Nucleolar targeting: the hub of the matter. EMBO reports.

[15] Farley KI, Surovtseva Y, Merkel J, Baserga SJ (2015). Determinants of mammalian nucleolar architecture. Chromosoma.

[16] Farley-Barnes KI, Ogawa LM, Baserga SJ (2019). Ribosomopathies: Old Concepts, New Controversies. Trends in genetics: TIG.

[17] Floutsakou I, Agrawal S, Nguyen TT, Seoighe C, Ganley AR, McStay B (2013). The shared genomic architecture of human nucleolar organizer regions. Genome research.

[18] Gabler S, Schutt H, Groitl P, Wolf H, Shenk T, Dobner T (1998). E1B 55-kilodalton-associated protein: a cellular protein with RNA-binding activity implicated in nucleocytoplasmic transport of adenovirus and cellular mRNAs. Journal of virology.

[19] Gadgil A, Walczak A, Stepien A, Mechtersheimer J, Nishimura AL, Shaw CE (2021). ALS-linked FUS mutants affect the localization of U7 snRNP and replication-dependent histone gene expression in human cells. Scientific reports.

[20] Griesbach E, Schlackow M, Marzluff WF, Proudfoot NJ (2021). Dual RNA 3'-end processing of H2A.X messenger RNA maintains DNA damage repair throughout the cell cycle. Nature communications.

[21] Grummt I (2013). The nucleolus-guardian of cellular homeostasis and genome integrity. Chromosoma.

[22] Gurunathan G, Yu Z, Coulombe Y, Masson JY, Richard S (2015). Arginine methylation of hnRNPUL1 regulates interaction with NBS1 and recruitment to sites of DNA damage. Scientific reports.

[23] Harding SM, Boiarsky JA, Greenberg RA (2015). ATM Dependent Silencing Links Nucleolar Chromatin Reorganization to DNA Damage Recognition. Cell reports.

[24] Hinsby AM, Kiemer L, Karlberg EO, Lage K, Fausboll A, Juncker AS (2006). A wiring of the human nucleolus. Mol Cell.

[25] Hoch NC, Hanzlikova H, Rulten SL, Tetreault M, Komulainen E, Ju L (2017). XRCC1 mutation is associated with PARP1 hyperactivation and cerebellar ataxia. Nature.

[26] Hong Z, Jiang J, Ma J, Dai S, Xu T, Li H (2013). The role of hnRPUL1 involved in DNA damage response is related to PARP1. PloS one.

[27] Huang S (2002). Building an efficient factory: where is pre-rRNA synthesized in the nucleolus?. J Cell Biol.

[28] Hustedt N, Durocher D (2016). The control of DNA repair by the cell cycle. Nature cell biology.

[29] Ideue T, Adachi S, Naganuma T, Tanigawa A, Natsume T, Hirose T (2012). U7 small nuclear ribonucleoprotein represses histone gene transcription in cell cycle-arrested cells. Proceedings of the National Academy of Sciences of the United States of America.

[30] Korsholm LM, Gal Z, Lin L, Quevedo O, Ahmad DA, Dulina E (2019). Double-strand breaks in ribosomal RNA genes activate a distinct signaling and chromatin response to facilitate nucleolar restructuring and repair. Nucleic acids research.

[31] Korsholm LM, Gal Z, Nieto B, Quevedo O, Boukoura S, Lund CC (2020). Recent advances in the nucleolar responses to DNA double-strand breaks. Nucleic acids research.

[32] Kruhlak M, Crouch EE, Orlov M, Montano C, Gorski SA, Nussenzweig A (2007). The ATM repair pathway inhibits RNA polymerase I transcription in response to chromosome breaks. Nature.

[33] Langhendries JL, Nicolas E, Doumont G, Goldman S, Lafontaine DL (2016). The human box C/D snoRNAs U3 and U8 are required for pre-rRNA processing and tumorigenesis. Oncotarget.

[34] Larsen DH, Hari F, Clapperton JA, Gwerder M, Gutsche K, Altmeyer M (2014). The NBS1-Treacle complex controls ribosomal RNA transcription in response to DNA damage. Nature cell biology.

[35] Levone BR, Lenzken SC, Antonaci M, Maiser A, Rapp A, Conte F (2021). FUS-dependent liquid-liquid phase separation is important for DNA repair initiation. J Cell Biol.

[36] Li ZF, Lam YW (2015). A New Rapid Method for Isolating Nucleoli. Methods Mol Biol.

[37] Liao Y, Smyth GK, Shi W (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics.

[38] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol.

[39] Mangan H, Gailin MO, McStay B (2017). Integrating the genomic architecture of human nucleolar organizer regions with the biophysical properties of nucleoli. Febs Journal.

[40] Marnef A, Finoux AL, Arnould C, Guillou E, Daburon V, Rocher V (2019). A cohesin/HUSH- and LINC-dependent pathway controls ribosomal DNA double-strand break repair. Genes & development.

[41] Martin M (2011). Web 2.0-based e-learning. Brit J Educ Technol.

[42] Martinez-Macias MI, Moore DAQ, Green RL, Gomez-Herreros F, Naumann M, Hermann A (2019). FUS (fused in sarcoma) is a component of the cellular response to topoisomerase I-induced DNA breakage and transcriptional stress. Life Sci Alliance.

[43] Matos-Perdomo E, Machin F (2019). Nucleolar and Ribosomal DNA Structure under Stress: Yeast Lessons for Aging and Cancer. Cells.

[44] Mooser C, Symeonidou IE, Leimbacher PA, Ribeiro A, Shorrocks AMK, Jungmichel S (2020). Treacle controls the nucleolar response to rDNA breaks via TOPBP1 recruitment and ATR activation. Nature communications.

[45] Nemeth A, Grummt I (2018). Dynamic regulation of nucleolar architecture. Curr Opin Cell Biol.

[46] Pendle AF, Clark GP, Boon R, Lewandowska D, Lam YW, Andersen J (2005). Proteomic analysis of the Arabidopsis nucleolus suggests novel nucleolar functions. Molecular biology of the cell.

[47] Perez-Riverol Y, Bai JW, Bandla C, Garcia-Seisdedos D, Hewapathirana S, Kamatchinathan S (2022). The PRIDE database resources in 2022: a hub for mass spectrometry-based proteomics evidences. Nucleic acids research.

[48] Phair RD, Misteli T (2000). High mobility of proteins in the mammalian cell nucleus. Nature.

[49] Polo SE, Blackford AN, Chapman JR, Baskcomb L, Gravel S, Rusch A (2012). Regulation of DNA-End Resection by hnRNPU-like Proteins Promotes DNA Double-Strand Break Signaling and Repair. Mol Cell.

[50] Raczynska KD, Ruepp MD, Brzek A, Reber S, Romeo V, Rindlisbacher B (2015). FUS/TLS contributes to replication-dependent histone gene expression by interaction with U7 snRNPs and histone-specific transcription factors. Nucleic acids research.

[51] Ran FA, Hsu PD, Wright J, Agarwala V, Scott DA, Zhang F (2013). Genome engineering using the CRISPR-Cas9 system. Nat Protoc.

[52] Raska I, Shaw PJ, Cmarko D (2006). New insights into nucleolar architecture and activity. International review of cytology.

[53] Schofer C, Weipoltshammer K (2018). Nucleolus and chromatin. Histochem Cell Biol.

[54] Scully R, Panday A, Elango R, Willis NA (2019). DNA double-strand break repair-pathway choice in somatic mammalian cells. Nat Rev Mol Cell Bio.

[55] Sharma V, Khurana S, Kubben N, Abdelmohsen K, Oberdoerffer P, Gorospe M (2015). A BRCA1-interacting lncRNA regulates homologous recombination. EMBO reports.

[56] Siebenwirth C, Greubel C, Drexler GA, Reindl J, Walsh DWM, Schwarz B (2019). Local inhibition of rRNA transcription without nucleolar segregation after targeted ion irradiation of the nucleolus. J Cell Sci.

[57] Sleeth KM, Sorensen CS, Issaeva N, Dziegielewski J, Bartek J, Helleday T (2007). RPA mediates recombination repair during replication stress and is displaced from DNA by checkpoint signalling in human cells. Journal of molecular biology.

[58] Stochaj U, Weber SC (2020). Nucleolar Organization and Functions in Health and Disease. Cells.

[59] Szaflarski W, Lesniczak-Staszak M, Sowinski M, Ojha S, Aulas A, Dave D (2022). Early rRNA processing is a stress-dependent regulatory event whose inhibition maintains nucleolar integrity. Nucleic acids research.

[60] Tsekrekou M, Stratigi K, Chatzinikolaou G (2017). The Nucleolus: In Genome Maintenance and Repair. Int J Mol Sci.

[61] Tubbs A, Nussenzweig A (2017). Endogenous DNA Damage as a Source of Genomic Instability in Cancer. Cell.

[62] van Sluis M, McStay B (2015). A localized nucleolar DNA damage response facilitates recruitment of the homology-directed repair machinery independent of cell cycle stage. Genes & development.

[63] Velichko AK, Razin SV, Kantidze L (2021). DNA Damage Response in Nucleoli. Mol Biol+.

[64] Villacis LN, Wong MS, Ferguson LL, Hein N, George AJ, Hannan KM (2018). New Roles for the Nucleolus in Health and Disease. Bioessays.

[65] Vitor AC, Huertas P, Legube G, de Almeida SF (2020). Studying DNA Double-Strand Break Repair: An Ever-Growing Toolbox. Front Mol Biosci.

[66] Warmerdam DO, van den Berg J, Medema RH (2016). Breaks in the 45S rDNA Lead to Recombination-Mediated Loss of Repeats. Cell reports.

[67] Warner JR (1999). The economics of ribosome biosynthesis in yeast. Trends in biochemical sciences.

[68] Wickham H, Spathis A, Chin C, Ryan R, Booth S (2016). Practical management of chronic breathlessness. Bmj.

How the deposited data were processed for this re-analysis (not part of the article)

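RNA from the NO and CN fractions of HEK WT and HEK UL1 KO cells, with 3 replicates of each, was analysed from the count tables that the authors deposited. According to the paper, total RNA without rRNA depletion was sequenced in single reads of 75 bases, adapters were trimmed with Cutadapt, reads were aligned to GRCh38 with STAR with up to 20 alignments allowed per read, and genes were counted with featureCounts. The authors deposited raw counts per gene, without normalization, as one table per fraction. The paper's text does not name the counting options, the strand setting or the version of the gene annotation. All 12 columns were matched to a genotype, a fraction and a replicate number by their labels, and 0 columns were left unmatched. The tables list 61163 genes, of which 616 are rRNA genes or rRNA pseudogenes by their symbols.

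The counts were analysed with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and the figures and guide sites were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. HEK UL1 KO was compared with HEK WT within each fraction with edgeR's quasi-likelihood F test on raw counts. The filter was edgeR's filterByExpr with its default minimum count of 10 and minimum total count of 15, the normalization was TMM over all genes, and p values were adjusted with the Benjamini-Hochberg method and called under 0.05. The number of rRNA genes lower in HEK UL1 KO was taken from the same fits. For the rRNA classes, the copies of the 5S, 5.8S, 18S, 28S and 45S genes were summed into 1 entry per class, and pseudogenes were kept apart. The difference between the effects in the 2 fractions was tested as the interaction of genotype and fraction in a fit of all 12 libraries, and NO was compared with CN in HEK WT. Gene sets were tested with camera from limma, with adjustment over 12 tests, 6 sets in each of 2 fractions. The set of mitochondrially encoded genes was first defined by other symbols and was rewritten to the names the tables use after they had been seen. Values of single measures were compared with exact two-sided permutation tests, whose smallest p for 3 libraries against 3 is 0.1.

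The genes named are HNRNPUL1, every gene of Table 1 in both fractions, FBL, RPS6, RPS15, GAPDH and the U3 genes, and in each fraction the 5 genes with the largest rise and the 5 with the largest fall among those with an adjusted p under 0.05, CPM that do not overlap between the genotypes and a mean of at least 50 counts per library. The genes expressed in one genotype only were chosen by a rule set after their values could be seen. Folds against a group whose libraries all have 3 counts or fewer would be given as lower bounds, and none of the genes named is in that position.

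No replicate block was used in the reported fits. The replicate number in the labels is the only sign of pairing between libraries, and it was tested by correlating, across genes, the deviations of same-numbered libraries from their group means. A fit with the replicate number as a block is given beside the others. The remaining alternatives were DESeq2 with its defaults, total counts in place of TMM, TMM without the rRNA genes, 1 reference gene (U3 in NO, GAPDH in CN), no filter, a filter of at least 10 counts in every library, all 12 libraries in one fit, unadjusted p under 0.05, and leaving out each library in turn. A further alternative, in which entries with identical counts were counted once, was chosen after the data had been seen, as were the fits of NO against CN that leave out a library and the comparison of 1 copy of the 45S gene with the counts outside rRNA.

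A planned measure of the precursor, the 45S counts that remain after subtracting the mature rRNA counts, was not run, because the 45S count of a copy was below the sum of its mature rRNA counts in every library. Positions were taken from the RefSeq annotation of GRCh38.p14 and from GENCODE release 44, and guide and primer sequences were searched for exact matches on both strands of the chromosomes.

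The procedures were tested on simulated counts with the means, dispersions and library sizes of these data and 200 genes changed by 2 on the log2 scale. These 200 lay outside rRNA and had a mean of at least 50 counts per library in each fraction. Genes were drawn independently, from the same mean composition in every library of a fraction. The differences in composition between the real libraries were thus absent. Recovery of the 200 genes therefore does not cover rRNA genes, smaller changes or such differences. The edgeR test recovered 191 of the 200 in NO and 200 of 200 in CN, with 3.54 and 6.54% false calls among the calls, and DESeq2 recovered 197 and 199, with 12.1 and 7.44% false calls. The interaction test recovered 169 of 200, with 12 false calls. With camera, 0 of 50 sets of unchanged genes had a p under 0.05. Since the simulated genes were independent, this cannot show how camera behaves on the real libraries. There, other splits gave 4 to 11 sets under an adjusted p of 0.05. The shuffle test of regions gave p = 0.94 (permutation) when no region was changed and 0.001 when 1 in 20 regions was lowered by 0.5. Intervals for counting error are not given. Between libraries of the same genotype and fraction, the mean chi-square per gene was at least 14.3, so the spread between replicates exceeded counting error on average. This mean covers genes of all levels and does not show the same for genes with few counts. SNAI2, with 29, 2 and 7 counts in NO of HEK UL1 KO, is an example.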

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

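The tests of recovery by RNA size were chosen only after the result was seen. The tests on genes expressed in only one genotype, among them those of depth, splits and gene length, rest on a rule set after the data had been seen.

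The difference between HEK UL1 KO and HEK WT differed between NO and CN for 43 genes by the interaction of genotype and fraction (32 higher and 11 lower in NO relative to CN, adjusted p under 0.05), and for 1254 genes at an unadjusted p under 0.05. For 42 of the 43 the change was smaller in NO, 40 changed in the same direction in both fractions, and 0 were rRNA genes. The count depended on the normalization, since total counts gave 0 genes, with 458 at an unadjusted p under 0.05. It also fell to 16 with the replicate number as a block, with 603 at an unadjusted p under 0.05. Of the 4 splits of the libraries that part all same-numbered pairs, 1 gave as many genes, the real one. A candidate explanation for smaller changes in NO is a background of reads on weakly expressed genes. Among 14 genes expressed in only one genotype in CN, the level of the silent genotype was higher in NO than in CN for 13, with a median of 0.469 against 0.12 CPM. Since these genes were chosen for their low level in CN, this count cannot tell. In NO that level rose with gene length (Spearman rho 0.945 across 13 genes, permutation p = 1e-05, the smallest that 100000 resamples give). For CN, rho was 0.264 (permutation p = 0.38), but the choice of the genes limits their level there, so the fractions cannot be compared in this way. Genes are not independent replicates. Reads of this background may have reduced the changes in NO, and the pattern cannot be told apart from it.

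Outside rRNA, 327 genes in NO and 10268 in CN differed between HEK UL1 KO and HEK WT at an adjusted p under 0.05. They include HNRNPUL1 and RPS6, and in CN also FBL, which the paper discusses, while the RNA-seq results in its main text concern rRNA. In each fraction, 1 of the 4 splits that part all same-numbered pairs gave as many genes, and the other splits gave 0 to 3 in NO and 0 to 1 in CN. With 10 splits in all, the share cannot fall below 0.1. Of the genes chosen by the largest change, ULK2, SLFN11, CXCR4, ZNF718, ZNF544 and ZFP82 rose in both fractions at an adjusted p under 0.05. SNAI2, CA2, PURPL, LOC105379618, ZC3HAV1L and LINC01687 fell in both at the same threshold. The log2 fold change was 4.24 in NO and 8.02 in CN for SLFN11, and -3.29 and -6.02 for LOC105379618. Some of the chosen genes rest on few libraries. ULK2 in NO has 124817 counts in replicate 1 of HEK UL1 KO against 195 and 217 in the other 2. LOC102724624 has 484, 6459 and 26407 counts in NO of HEK WT. It fell in NO (log2 fold change -5.38) but rose in CN (1.86), both at an adjusted p under 0.05. No biological explanation was tested for these genes.

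Genes expressed in only one genotype in CN, with at most 15 counts in each library of one genotype and at least 100 in each of the other, numbered 14. Of these, 6 were on and 8 were off in HEK UL1 KO, and all 14 changed in the same direction in NO. After thinning every CN library to the smallest, 10 of the 14 still met the rule, so a difference in depth does not account for most of them. Of the 4 comparable splits, 1 gave as many genes and the largest count in another split was 0. A difference between cell clones may account for such genes and was not tested.

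Short RNA genes were lower in HEK UL1 KO. Among snoRNA genes, 268 of 269 had a negative log2 fold change in NO (median -1.10, 52 at an adjusted p under 0.05) and 150 of 165 in CN (median -0.87, 78 lower at an adjusted p under 0.05). Among nuclear tRNA genes in CN, 147 of 206 were lower at an adjusted p under 0.05 (median -1.19). In NO, 101 of 102 had a negative log2 fold change (median -0.995), but 7 were lower at an adjusted p under 0.05. For snRNA genes in NO, this number was 0 of 56 (median -0.728). Mitochondrial mRNA genes also fell in NO, 13 of 13 with a median of -0.983, so the shift there was not limited to short RNA. These medians stayed negative with total counts, which moved the median of all genes to 0.40 in NO and 0.24 in CN. The main text of the paper reports no change for these genes, and its Supplementary Table S1 was not examined. Recovery that depends on RNA size is a candidate explanation. Mitochondrial tRNA genes did not fall relative to mitochondrial mRNA genes in NO, with a difference of medians of 0 (permutation p = 1), which goes against it there. In CN the difference was -0.146 (permutation p = 0.33), in the direction of such a recovery, which leaves it open. The 5.8S class fell relative to the 28S class by a log2 difference of -0.183 in NO (exact permutation p = 0.8) and -1.3 in CN (exact permutation p = 0.1, the smallest possible, so this test could not pass 0.05). In CN the log2 ratio of 5.8S to 28S counts was -3.77 ± 0.0699 in HEK WT and -5.08 ± 0.118 in HEK UL1 KO (SD, n = 3 each), the direction of such a recovery, but an effect of genotype on 5.8S rRNA would give the same. Of the 4 comparable splits, 1 gave a shift as large in NO and 1 in CN, where the real median shift was -0.95 and -0.96 and the largest among the others 0.71 and 0.58. In CN, the pattern therefore cannot be told apart from size-dependent recovery. In NO, the mitochondrial genes go against such a recovery. The 5.8S class cannot tell there, so the question is not settled for nuclear genes in NO.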

How the results depend on the processing

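None of the alternatives in this part tests an explanation. Those set before the data were examined are all but the one in which entries with identical counts were counted once, which was chosen only after the result was seen, as were the fits of NO against CN that leave out a library and the comparison of 1 copy of the 45S gene. The planned measure of the precursor was not run, and the cause was not tested for any change below.

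The count of 327 genes in NO became 1082 with DESeq2, 10 with total counts, 11335 with 1 reference gene, 1190 without a filter, 143 with at least 10 counts in every library, 1744 with all 12 libraries in one fit and 5574 at an unadjusted p under 0.05. Leaving out 1 library gave 123 to 9133. The count of 10323 in CN became 5421 with total counts and 4217 with all 12 libraries in one fit. The count of rRNA genes lower in NO, 0 with 10 at an unadjusted p under 0.05, became 3 without a filter and ranged from 0 to 32 when 1 library was left out. In CN, 54 became 19 with total counts, 89 with 1 reference gene and 14 with all 12 libraries, and 17 to 65 when 1 library was left out. The reference gene in CN, GAPDH, itself had a log2 fold change of 0.34 there (adjusted p = 0.0275 from edgeR's quasi-likelihood test). That call was lost in 8 of 15 alternatives. Scaling to a gene that is higher in HEK UL1 KO lowers all others, so the 89 rests on GAPDH being stable. The interaction count of 43 became 16 with a replicate block, 0 with total counts (458 at an unadjusted p under 0.05) and 20 with at least 10 counts in every library, and 25 to 57 when 1 library was left out. NO against CN gave 6993 genes with total counts and 9577 with a replicate block.

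Of the rRNA classes, 2 were lower in CN at an adjusted p under 0.05. Total counts, a replicate block and entries counted once each left 1, all 12 libraries in one fit left 0, and leaving out 1 library left 1 to 2. With 1 reference gene, the log2 fold changes in NO became 0.23 for 5S, 0.041 for 5.8S, 0.29 for 18S, 0.26 for 28S and 0.27 for 45S. With total counts they became 0.026 for 18S and 0.0070 for 45S in NO, and 0.13 for 28S and 0.0046 for 45S in CN. The 5S class in CN no longer passed with DESeq2 (-0.69), total counts (-0.39), a replicate block (-0.59), all 12 libraries (-0.71) and entries counted once (-0.48), with adjusted p from 1.57e-06 to 0.203 over all alternatives, nor did the 5.8S rRNA class, CN, with all 12 libraries (-1.50). The 18S class in CN passed with DESeq2 (-0.42). Leaving out 1 library gave -0.77 to -0.39 for 5S, -0.23 to 0.15 for 28S and -0.34 to 0.0054 for 45S in CN.

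With 1 reference gene, the log2 fold change in NO turned to 0.25 for RNA5-8SP8, 0.18 for RNA5SP74, 0.0083 for RNA5SP506, 0.21 for RNA18SN3_1, 0.24 for RNA45SN3_1, 0.22 for RNA28SN1, 0.36 for RNA18SN3, 0.066 for FBL, 0.30 for RPS15, 0.42 for SNORD3B-1 and 0.13 for SNORD3D. With total counts it turned to 0.11 for RNA18SN3 and 0.10 for SNORD3B-1 in NO, and to 0.22 for RNA28SN1, 0.015 for RPS15 and 0.20 for SNORD3B-2 in CN. The value for GAPDH, NO turned to -0.047 with DESeq2 and -0.031 without a filter. With at least 10 counts in every library, RNA28SN1 turned to 0.057 and SNORD3B-2 to 0.038 in CN, and with 1 reference gene SNORD3B-1 turned to -0.21 in CN. Leaving out 1 library gave -0.31 to 0.33 for GAPDH and -0.56 to 0.070 for SNORD3B-1 in NO, and -0.15 to 0.23 for RNA28SN1 and -0.22 to 0.23 for SNORD3B-2 in CN. The interaction value for the 18S rRNA class, NO minus CN effect, turned to 0.13 with total counts and 0.0066 with at least 10 counts in every library, and that for 45S turned to 0.0026 with total counts. It ranged from -0.34 to 0.49 for 5S and from -0.44 to 0.16 for 18S when 1 library was left out. The median of p53 target genes in CN ranged from -0.048 to 0.12 in such fits. The difference in rRNA share in NO, in percentage points, turned to -1.26 with the mitochondrial rRNA genes, and leaving out 1 library gave -1.93 to 2.97 in NO and -2.25 to 0.15 in CN.

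Of 548 comparisons of named genes with other settings, 484 kept direction and side of the threshold, 25 became weaker, 18 stronger and 21 reversed. Of 336 with 1 library left out, 302 kept both, 18 became weaker, 8 stronger and 8 reversed. HNRNPUL1 stayed lower in both fractions in every alternative, with log2 fold changes from -2.27 to -1.13 in NO, where 1 alternative lost the threshold, and from -2.17 to -1.62 in CN.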

Differences from the paper's values

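Table 1 of the paper gives fold changes, p values and adjusted p values for 9 pairs of gene and fraction, printed with a decimal comma, which is kept here for the paper's values. Of 25 values compared, 16 differed, and all of these are p values or adjusted p values. With DESeq2 and its defaults, the tool named in the paper's methods, 0 of the 25 differed. The other alternatives set before the data were examined left differences, and those that closed one are named with it.

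For RNA5SP74 in CN, the p value was 0.00195 against the paper's 0,005 and the adjusted p 0.00872 against the paper's 0,020. Besides DESeq2, the filter of at least 10 counts in every library and the fit without replicate 2 of HEK WT closed the difference in p. Total counts, all 12 libraries in one fit, and the fits without replicate 1 of HEK UL1 KO or replicate 2 of HEK WT closed that in adjusted p.

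For RNA5-8SN3 in NO, the p value was 0.151 against the paper's 0,030 and the adjusted p 0.463 against the paper's 0,202. Besides DESeq2, all 12 libraries in one fit closed the difference in adjusted p, and no other alternative closed that in p. For RNA5SP506 in NO, the p value was 0.0311 against the paper's 0,020 and the adjusted p 0.261 against the paper's 0,165. Besides DESeq2, all 12 libraries in one fit closed both, and no filter and the fit without replicate 2 of HEK UL1 KO closed that in adjusted p.

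For RNA18SN3_1 in NO, the p value was 0.38 against the paper's 0,033 and the adjusted p 0.66 against the paper's 0,210. For RNA45SN3_1 in NO, the values were 0.443 against the paper's 0,036 and 0.706 against the paper's 0,219. For RNA28SN1 in NO, they were 0.403 against the paper's 0,035 and 0.677 against the paper's 0,217. For these 3 genes, DESeq2 closed both differences and the fit without replicate 3 of HEK WT closed that in adjusted p.

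For RNA18SN3 in CN, the p value was 0.145 against the paper's 0,005 and the adjusted p 0.236 against the paper's 0,020. For RNA45SN3_1 in CN, they were 0.309 against the paper's 0,021 and 0.421 against the paper's 0,068. DESeq2 alone closed these differences.

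The paper's Table 1 describes transcripts of all 5 rRNA classes as changed in the NO and CN fractions. In NO, 0 of the 8 genes of Table 1 passed an adjusted p of 0.05 with edgeR or DESeq2, and 5 of the 8 passed an unadjusted p of 0.05 with DESeq2. The fit without replicate 3 of HEK WT called 2 of the 8 genes in NO, RNA5SP506 with an adjusted p of 0.014 and RNA5SP74 with an adjusted p of 0.0448. In CN, 4 of the 8 genes passed an adjusted p of 0.05 with edgeR and 6 with DESeq2, and 7 passed an unadjusted p of 0.05 with DESeq2. The 28S class in CN was not lower at an adjusted p under 0.05 with edgeR (0.854) or DESeq2 (0.627), and no alternative called it, with adjusted p from 0.312 to 0.966. The 45S class in CN was not called by any alternative either, with adjusted p from 0.102 to 0.991.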

Other observations

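The tests of rRNA levels in NO against the background of weak genes and against a mixed library, of copy number and of 5 Mb regions were chosen only after the result was seen. The tests on the gene sets, the rotations of chromosomes and the other splits of the libraries, apart from that of the 5 Mb regions, were not.

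Of the remaining results, the number of splits among the 4 that part all same-numbered pairs with a result as large was 4 for rRNA genes lower in NO, where the count is 0 (10 at an unadjusted p under 0.05), and 1 each for rRNA genes lower in CN, for the rRNA classes and for NO against CN in HEK WT. The 6 other splits part 1 pair.

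Of the 12 gene set tests, 9 had an adjusted p under 0.05, but 3 of the 4 comparable splits gave as many, and other splits gave 4 to 11, so these tests cannot tell genotype from regrouping. Ribosomal protein genes in CN had a median log2 fold change of -0.28 (camera, adjusted p = 3.71e-07), and 71 of 81 were lower. FBL had log2 fold changes of -0.82 in NO and -0.47 in CN, with adjusted p of 0.225 and 0.00156 from edgeR. RPS6 had -1.80 and -1.26, with adjusted p of 0.0344 and 2.96e-06. The call of RPS6 in NO was lost in 8 of 16 alternatives, 5 of them fits that leave out 1 library, with adjusted p from 3.07e-05 to 0.353, and that of FBL in CN in 2 of 16. RPS15 had -0.56 and -0.19, with adjusted p of 0.413 and 0.223. Replication-dependent histone genes were lower, with medians of -0.827 in NO and -0.274 in CN, the opposite direction to a rise after loss of a repressor, but with the limit of the set tests given above this does not rule such a rise out. For p53 target genes, the adjusted p was 0.31 in NO and 0.646 in CN. Box C/D snoRNA genes were lower in NO (camera, adjusted p = 1.1e-42) and also in CN (median -0.584, 76 of 86 lower, adjusted p = 0.000335), where box H/ACA snoRNA genes had a median of -1.12. The shift in NO cannot tell a lower recovery of nucleolar RNA from the effect of genotype, and a lower recovery in NO alone would not lower these genes in CN.

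The rRNA level in NO after TMM normalization followed a background of reads. Across the 6 NO libraries, the share of counts on 18340 genes nearly silent in CN (under 0.02 CPM) correlated with the log2 level of the 45S class at Pearson r = -0.895 (permutation p = 0.018) and Spearman rho = -0.943 (permutation p = 0.017). Without the 2 farthest libraries, replicates 1 and 2 of HEK WT, r was -0.236, so the relation rests on them. The share was 0.109, 0.0647 and 0.254% in HEK WT and 0.251, 0.242 and 0.162% in HEK UL1 KO (exact permutation p = 0.4). Such a background may affect the normalization. A mixed library was tested for replicate 3 of HEK WT: the 6 genes on only in HEK UL1 KO gave mixing proportions from 9.01 to 106%, a highest over lowest of 11.7, where a single proportion would give similar values. Among genes lower in HEK UL1 KO, LOC105379618 was at 9.96, 12.3 and 12.7 CPM in replicates 1, 2 and 3 of HEK WT in NO, which goes against mixing, while CA2 was at 22.3, 27.6 and 10.9, so these genes leave it open. HNRNPUL1 in replicate 3 of HEK WT was at 48.5% of the mean of replicates 1 and 2, against 20.1% in HEK UL1 KO. These levels are TMM-normalized, with factors of 0.69, 0.622 and 1.40 in replicates 1, 2 and 3 of HEK WT. Unscaled counts there were 594, 697 and 551 for HNRNPUL1 and 869, 891 and 643 for CA2. The total counts were 56531162, 52027494 and 42553766. Relative to total counts, HNRNPUL1 was lowest in replicate 1, and CA2 was similar in replicates 1 and 3. For these genes, a clear dilution in replicate 3 of HEK WT thus appeared only after TMM. Across genes, that library correlated at r = 0.9679 with replicate 1 of HEK UL1 KO and at 0.9445 and 0.9219 with replicates 1 and 2 of HEK WT.

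Median log2 fold changes differed between chromosomes. In CN, the median was 0.33 on chromosome 15, 0.26 on chromosome 4, -0.33 on chromosome 9, -0.30 on chromosome 22 and -0.28 on chromosome 3. The share of 10000 rotations of the gene order with as large a spread was 0.027 in NO and 0.11 in CN, and after correction for GC content, gene length and mean expression it was 0.098 and 0.071. In NO, the spread was thus larger than chance placement gives before the correction but not after it. The correction moved the spread in NO only from 0.191 to 0.174. This small change does not show that a bias of these properties made the spread, and does not exclude a part of it. In CN, where the correction moved the spread from 0.178 to 0.176, it cannot be told apart from chance placement. The medians of 23 chromosomes in NO and CN correlated at Pearson r = 0.918 (permutation p = 1e-05, the smallest possible) and rho = 0.879, and r was 0.872 without chromosomes 15 and 4. Of the 4 comparable splits of the CN libraries, 1 gave as large a spread, 0.176 against at most 0.0596 in the others of the 4.

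Regions of 5 Mb with at least 10 genes also differed. The share of 1000 shuffles with as large a spread of region medians was 0.001 in NO and 0.001 in CN, and 0.001 in both after the same correction, the smallest that 1000 shuffles give. In CN, the spread of 492 regions was 0.328 against at most 0.169 in shuffles. After removing chromosome means, the region medians of NO and CN correlated at r = 0.878 (permutation p = 0.001, the smallest possible), and neighbouring regions correlated at r = 0.707. Of the 4 comparable splits, 1 gave as large a spread, 0.326 against at most 0.139. The region of chromosome 1 from 60000001 to 65000000 had a median of -1.07 in both fractions, and that of chromosome 4 from 185000001 to 190000000 had 1.38 in NO and 1.12 in CN. Both were singled out after their values were seen. A candidate explanation is a difference in copy number between the HEK UL1 KO and HEK WT cells, which is a hypothesis, since regional regulation was not tested.

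The reverse genotyping primer CCCTCCTATCCTCTCGGTGC had 0 exact matches in the genome. It matches 14 HNRNPUL1 transcripts across the junction of exons 3 and 4, with 18 bases in exon 3. With the forward primer TCCGAGCTGGAGGGGACCGC, which lies in exon 1 at 41264711 to 41264730 and has 1 match, it gives a product of 367 bases on the reference transcript.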
